# RNA sequencing-based analysis of the magnum tissues revealed the novel genes and biological pathways involved in the egg-white formation in the laying hen

**DOI:** 10.1186/s12864-021-07634-x

**Published:** 2021-05-01

**Authors:** Nirvay Sah, Donna Lee Kuehu, Vedbar Singh Khadka, Youping Deng, Rajesh Jha, Sanjeev Wasti, Birendra Mishra

**Keywords:** Egg formation, Egg-white, Laying hens, Magnum, RNA-Seq, Transcriptome

## Abstract

**Background:**

The mechanism of egg formation in the oviduct of laying hens is tightly controlled; each segment of the oviduct contributes a unique component of the egg. Several genes/proteins are involved in the synthesis of a completely healthy egg. This implies a time- and tissue-specific expression of genes and proteins in the different oviductal segments. We used hens at different physiological stages and time points to understand the transcriptional regulation of egg-white (albumen) synthesis and secretion onto the eggs in the magnum of laying hens. This study used Next-Generation Sequencing and quantitative real-time PCR (qPCR) to detect the novel genes and the cognate biological pathways that regulate the major events during the albumen formation.

**Results:**

Magnum tissues collected from laying (*n* = 5 each at 3 h post-ovulation, p.o. and 15–20 h p.o.), non-laying (*n* = 4), and molting (*n* = 5) hens were used for differential gene expression analyses. A total of 540 genes (152 upregulated and 388 down-regulated) were differentially expressed at 3 h p.o. in the magnum of laying hens. Kyoto Encyclopedia of Genes and Genomes pathways analysis of the 152 upregulated genes revealed that glycine, serine, and threonine metabolism was the most-enriched biological pathway. Furthermore, the top two most enriched keywords for the upregulated genes were amino-acid biosynthesis and proteases. Nine candidate genes associated with albumen formation were validated with qPCR to have differential expression in laying, non-laying, and molting hens. Proteases such as *TMPRSS9*, *CAPN2*, *MMP1*, and *MMP9* (protein maturation, ECM degradation, and angiogenesis); enzymes such as *PSPH*, *PHGDH*, and *PSAT1* (amino-acid biosynthesis); *RLN3*, *ACE,* and *REN* (albumen synthesis, secretion and egg transport); and *AVD*, *AvBD11*, and *GPX3* (antimicrobial and antioxidants) were recognized as essential molecules linked to albumen deposition in the magnum.

**Conclusions:**

This study revealed some novel genes that participate in the signaling pathways for egg-white synthesis and secretion along with some well-known functional genes. These findings help to understand the mechanisms involved in albumen biosynthesis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-021-07634-x.

## Background

The chicken oviduct is a long tubular organ with histologically and functionally five distinct segments (infundibulum, magnum, isthmus, shell gland, and vagina) having specific functions in egg formation. The ovulated egg-yolk traverses through the magnum in about 2–3 h, during which the egg-white (albumen) is continuously deposited around it. Though 88% of the albumen is water, this component of the egg contributes more than 60% to the total egg weight and determines the quality of an egg. Smaller eggs cannot make it to the hatcheries and also have low market-value as table eggs. Consumers consider egg as a “functional food” because of several proteins incorporated in the albumen [1]. Fundamentally, the albumen is the primary source of nutrients and a barrier to the pathogenic infections of the developing embryo [2]. The food processing industry uses only the albumen portion of the egg for its foaming and gelling properties [3]; These perspectives necessitate an egg with qualitative and proportionate albumen in it.

The synthesis and storage of the principle egg-white proteins (i.e., ovalbumin, ovotransferrin, ovomucoid, and lysozyme), constituting approximately 90% of the total albumen protein, occur exclusively in the tubular gland cells of the magnum epithelium [4, 5]. Following the exit of an egg from the magnum, the epithelial cells of the magnum begin the synthesis and storage of the egg-white proteins to be deposited around the next egg, which continues for 20–23 h [6, 7]. Each egg-white protein is synthesized at a rate proportional to its composition in the egg-white [5]. After synthesis, the essential proteins are packaged in secretory granules and secreted from the tubular glands into the lumen of the magnum, where they are deposited over the egg yolk [5, 8]. The cellular signaling for the biosynthesis of albumen is regulated by estrogen, progesterone, and testosterone [5, 8]. The existence of an egg in the magnum causing a mechanical distention of the magnum wall, which stimulates the secretion of the stored egg-white proteins [8, 9]. Some transcriptomic studies and some gene-specific studies have highlighted the importance of several genes/proteins in albumen synthesis and secretion [10–13]. The solute carriers, a large family of membrane transporters, transport glucose, amino acids, and electrolytes across the magnum epithelium, are upregulated during the egg-white formation [14]. The matrix metalloproteases rapidly degrade the collagens and other matrix proteins underlying the cells of the magnum for continuous cellular growth and development [15]. Also, proteins incorporated during the egg-white formation in the magnum further determine the structures of calcium crystals being formed on the eggshell during mineralization in the shell gland [16]. The egg-white is a composite of several proteins whose secretion and synthesis are very intricate, and their regulation in the oviduct is not clearly understood. Therefore, we hypothesized that the transcriptomic analyses, using RNA-Sequencing (RNA-Seq), of the magnum of laying hens in contrast to a magnum of non-laying hens can reveal the novel genes and biological pathways involved in the regulation of egg-white synthesis and secretion.

In this study, we analyzed the genes and cognate pathways active in the magnum of laying hens whose expressions are directly influenced by the presence of an egg. We further validated the expression profiles of novel genes in the laying (3 h, and 15–20 h post-ovulation, p.o.), molting, and non-laying hens.

## Results

### Identification of differentially expressed genes (DEGs) from RNA sequence

Raw sequencing reads in FASTQ format from replicated RNA-Seq libraries were obtained, and their qualities were checked using FastQC. 

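RNA from the magnum of 3 laying hens and 3 non-laying hens was sequenced, with 1 stranded mRNA library per hen and single-end reads of 76 bp. The magnum is the segment of the oviduct that secretes the egg white. The laying hens were 35 weeks of age and were sampled 3 h post-ovulation, when the egg was in the magnum, whereas the non-laying hens came from different flocks and were between 35 and 60 weeks of age. At necropsy the authors found the oviduct of the non-laying hens atrophied. Differences between the groups can therefore reflect the cells in the samples as well as regulation, and the 2 were not separated here. The authors cleaned the reads with Prinseq, aligned them to the chicken genome and counted them per gene in Array Studio, and they deposited the counts without normalization, the RPKM values and a table of their differentially expressed genes. The counts of the laying hens summed to 25071737, 25763750 and 24948527 in replicates 1, 2 and 3, and those of the non-laying hens to 22723841, 24917234 and 18840068. Between 5.84% and 8.69% of the values per library were not whole numbers, so they are estimated counts in which some reads were divided between genes, and they were rounded here to whole numbers. Genes with too few counts to test were removed by edgeR's filterByExpr, library sizes were scaled by the trimmed mean of M-values (TMM), and laying hens were compared with non-laying hens by edgeR's quasi-likelihood test. A gene was called differentially expressed past the thresholds of the study, a fold change over 3 and a Benjamini-Hochberg adjusted p under 0.05. Normalized values are given as CPM, computed by edgeR on the TMM-scaled library sizes, which were 11155006, 16014562 and 14962704 for laying hens 1, 2 and 3 and 39105523, 29696783 and 55380773 for non-laying hens 1, 2 and 3. A library in which a gene has no counts allows up to 3 counts of it, which is between 0.0542 and 0.269 CPM in these libraries. Such limits cover counting error only, because reads without molecular identifiers are not independent molecules.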

There was an average of 30.5 M and 33.4 M original raw reads in laying and non-laying hens, respectively. After trimming and filtration, more than 97% of input reads from both laying and non-laying hens were found as excellent quality sequences (Supplementary Table S1). Mapping results to the chicken genome database showed that an average of 93.42% of the retained reads from layers and 87.88% from non-layers were uniquely mapped (Supplementary Table S2). 

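The counts on genes added up to 87.1%, 83.0% and 84.0% of the cleaned reads in laying hens 1, 2 and 3, and to between 58.4% (hen 3) and 76.6% (hen 2) in non-laying hens. The mean was 84.7% ± 2.10 (SD, n = 3) in laying hens and 68.3% ± 9.20 (SD, n = 3) in non-laying hens. Every laying hen had a larger counted share than every non-laying hen (two-sided exact permutation test, p = 0.1, the smallest p that 3 hens against 3 allow).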

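The deposited table lists 19152 genes by their Ensembl identifiers, of which 16407 had at least 1 count in any of the 6 libraries. The number of genes with a count was 14100 ± 245.3 (SD, n = 3) in laying hens and 15332 ± 393 (SD, n = 3) in non-laying hens. Few genes held most of the counts in laying hens. The most abundant gene, ENSGALG00000012869, which the tables used here list without a name, took 51.5%, 49.4% and 53.6% of the counts in laying hens 1, 2 and 3, and 19.8%, 36.5% and 1.33% in non-laying hens 1, 2 and 3. The 95% Wilson confidence interval of the lowest share, in non-laying hen 3, was 1.326% to 1.337%. Across hens, the share was 51.5% ± 2.07 (SD, n = 3) against 19.2% ± 17.6 (SD, n = 3), and every laying hen was above every non-laying hen (two-sided exact permutation test, p = 0.1). After TMM scaling the log2 fold change of this gene was 2.74 (standard error 2.37, adjusted p = 0.499 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

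**Figure D1:**
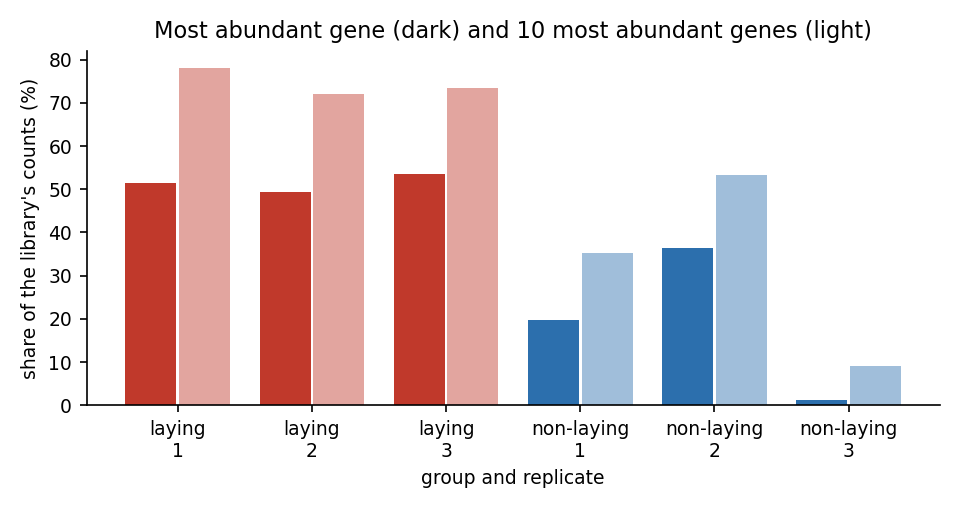
Share of each library's counts, in percent, taken by the most abundant gene (dark bars) and by the 10 most abundant genes together (light bars), for laying hens (red) and non-laying hens (blue). The 10 genes took 72.1% to 78.1% in laying hens and 9.03% to 53.3% in non-laying hens.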

A total of 19,152 transcripts were annotated from Ensembl alignment (release 94), representing 50.24% of the chicken genome assembly. 

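Of the 12499 genes that had enough counts to be tested, 623 passed both thresholds between laying and non-laying hens in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At an adjusted p under 0.05 without a threshold on the fold change, 939 genes passed, and 3318 had an unadjusted p under 0.05. The authors' table of 540 genes and the 623 genes shared 471, all of which changed in the direction the authors list. A further 14 of the authors' genes had too few counts to be tested here. Among the alternatives that kept all 6 hens, the count moved most with no scaling of the total counts, where 7896 genes passed both thresholds.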

The DESeq2 analysis showed that 540 genes were differentially expressed between laying and non-laying hens (comprehensive gene list in Supplementary Table S3). Among the differentially expressed genes (DEGs), 457 genes were officially characterized, while the rest were novel transcripts without any annotation. 

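The 540 genes of the authors' table carry Ensembl identifiers. A symbol is given for 409 of them in Table S3 and for 374 in the deposited table, and with Tables 1 and 2 a name was paired here with 418 of the 540.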

There were 152 upregulated and 388 downregulated genes in the magnum of laying hens (at 3 h p.o.) as compared to the non-laying hens. 

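Of the 623 genes past both thresholds, 160 were higher and 463 were lower in laying hens. Among the authors' genes, 119 of the 152 upregulated and 352 of the 388 downregulated genes passed both thresholds. The count rested on laying hens 1 and 2. With laying hen 1 left out 20 genes passed, 12 of them higher, and with laying hen 2 left out 16 passed, 7 of them higher, at 2410 and 2506 genes with an unadjusted p under 0.05. With laying hen 3 left out, a fit of as many libraries, 546 genes passed, and with non-laying hen 1, 2 or 3 left out 285, 639 and 563 passed. Without non-laying hen 1, 58 of the 285 genes were higher in laying hens, and without laying hen 3, 227 of the 546 were. In the authors' 152 upregulated genes, the log2 CPM of laying hen 3 was a median of 1.05 below the mean of laying hens 1 and 2.

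**Figure D2:**
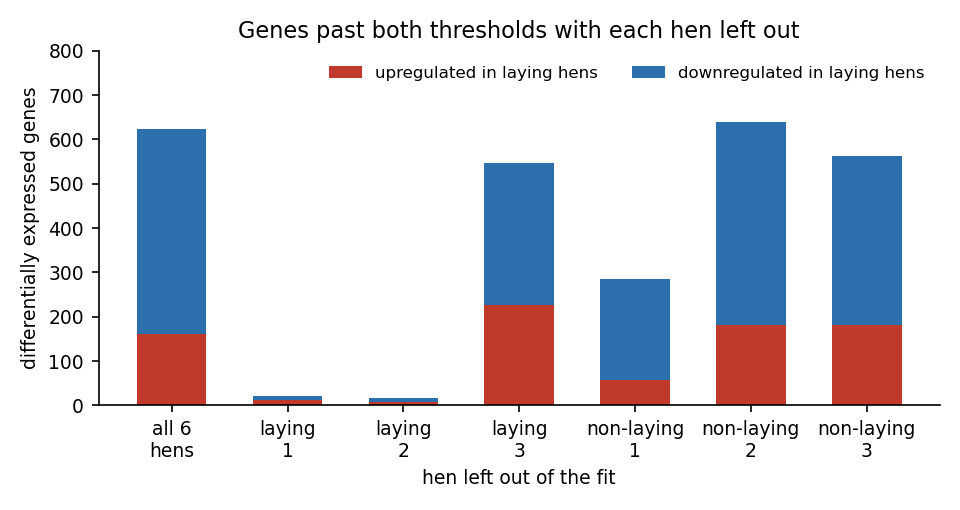
Number of genes past both thresholds that were higher (red) or lower (blue) in laying hens, with all 6 hens and with each hen left out of the fit. The count falls from 623 to 20 and 16 without laying hens 1 and 2 and stays between 285 and 639 without any 1 of the other 4.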

The top 30 upregulated and downregulated genes in the magnum of laying hens are presented in Tables 1 and 2, respectively. 

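The 30 genes of each table were paired with their Ensembl identifiers through Table S3, the deposited table or their fold changes. In Table 1, 29 of the 30 genes were tested and all 29 passed both thresholds, with log2 fold changes from 2.88 to 9.17 and a median of 3.94, or 4.00 with 2 genes whose non-laying hens were all at or under 3 counts set at their lower bound. The gene not tested, GNRHR, had 16, 31 and 7 counts in laying hens 1, 2 and 3 and 0, 0 and 1 in the non-laying hens, which makes it at least 16.5-fold higher in laying hens. It passed both thresholds with all genes of at least 1 count tested, at an edgeR adjusted p of 0.0049 (Benjamini-Hochberg), and with laying hen 3 or any 1 of the non-laying hens left out, at 0.0121 to 0.0402. In Table 2, all 30 genes passed both thresholds, with log2 fold changes from -6.64 to -3.86. Their median was -5.11, or -5.10 with the 3 genes at or under 3 counts in every laying hen at their bound. In 28 of the 30 genes of Table 1, laying hen 3 had the lowest CPM of the laying hens, and in 29 of the 30 genes of Table 2, non-laying hen 3 had the lowest CPM of the non-laying hens. Leaving out laying hen 1 or 2 left 7 genes of Table 1 past the thresholds in either case, and 3 and 4 genes of Table 2.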

A visual representation of the 30 most upregulated and downregulated genes in layers is shown as a heatmap image (Fig. 1).

**Table 1:** The 30 most up-regulated DEGs in the magnum of laying compared to non-laying hens

Gene Name	Gene Description	Fold Change
*AVD*	*Avidin*	250.6824
*TMPRSS9*	*Transmembrane protease, serine 9*	33.0611
*SLC7A9*	*Solute carrier family 7 member 9*	29.9439
*BHLHE23*	*Basic helix-loop-helix family member e23*	17.2940
*MMP1*	*Matrix metallopeptidase 1*	16.0790
*ACE*	*Angiotensin converting enzyme*	14.8313
*SLC26A4*	*Solute carrier family 26 member 4*	9.7876
*NIPAL4*	*NIPA like domain containing 4*	8.8105
*SLC51B*	*Solute carrier family 51 beta subunit*	8.7190
*ATG10*	*Autophagy related 10*	8.6403
*LEFTY2*	*Left-right determination factor 1*	8.5433
*ACCSL*	*1-Aminocyclopropane-1-carboxylate synthase homolog (inactive) like*	8.4146
*GNRHR*	*Gonadotropin releasing hormone receptor*	7.7644
*SLC25A4*	*Solute carrier family 25 member 4*	7.5906
*ST6GAL2*	*ST6 beta-galactoside alpha-2,6-sialyltransferase 2*	7.5662
*AvBD11*	*Avian beta defensin 11*	7.5066
*DOCK5*	*Dedicator of cytokinesis 5*	7.4964
*RLN1*	*Relaxin*	7.4939
*MMP9*	*Matrix metallopeptidase 9*	7.4666
*GGT1*	*Gamma-glutamyltransferase 1*	7.0938
*MELTF*	*Melanotransferrin*	6.9221
*ID3*	*Inhibitor of DNA binding 1, HLH protein*	6.5950
*LOC770617*	*Transmembrane protein 100-like*	6.4296
*KIAA1109*	*Fragile site-associated protein*	6.4112
*EAF2*	*ELL associated factor 2*	6.0836
*ARFGEF3*	*ARFGEF family member 3*	5.8841
*HOMER1*	*Homer scaffolding protein 1*	5.6404
*GPX3*	*Glutathione peroxidase 3*	5.6046
*SLC1A4*	*Solute carrier family 1 member 4*	5.5812
*LOC419409*	*Golgi integral membrane protein 4-like*	5.4493

Transcripts from the magnum of layers and non-layers were aligned to the chicken genome and mapped genes with at least a 3-fold change difference and Benjamini Hochberg q-value < 0.05 were considered differentially expressed. DEGs, differentially expressed genes

**Table 2:** The 30 most down-regulated DEGs in the magnum of laying compared to non-laying hens

Gene Name	Gene Description	Fold Change
*RACGAP1*	*Rac GTPase activating protein 1*	16.6262
*ECT2*	*Epithelial cell transforming 2*	14.9228
*PLK1*	*Polo like kinase 1*	14.0534
*BUB1*	*BUB1 mitotic checkpoint serine/threonine kinase*	13.9712
*SMC2*	*Structural maintenance of chromosomes 2*	13.8266
*BUB1B*	*BUB1 mitotic checkpoint serine/threonine kinase B*	13.7985
*NUF2*	*NUF2, NDC80 kinetochore complex component*	13.3569
*RRM2*	*Ribonucleotide reductase regulatory subunit M2*	12.9268
*CDCA7*	*Cell division cycle associated 7*	12.8785
*CENPF*	*Centromere protein F*	12.7394
*NEK2*	*NIMA related kinase 2*	12.5734
*ASPM*	*Abnormal spindle microtubule assembly*	12.2945
*BRCA1*	*BRCA1(Breast cancer)*	12.2056
*TOP2A*	*Topoisomerase (DNA) II alpha*	11.5891
*NUSAP1*	*Nucleolar and spindle associated protein 1*	11.1474
*BORA*	*Bora, aurora kinase A activator*	11.0740
*KIF15*	*Kinesin family member 15*	10.6809
*CCNB3*	*CCNB3 (cyclin B3)*	10.6117
*ARHGAP19*	*ARHGAP19*	10.4602
*STMN1*	*Stathmin 1*	10.4540
*E2F7*	*E2F transcription factor 7*	10.4150
*KNTC1*	*Kinetochore associated 1*	10.0559
*PTX3*	*Pentraxin 3*	9.9658
*CENPI*	*Centromere protein I*	9.8662
*GTSE1*	*G2 and S-phase expressed 1*	9.7306
*KIF2C*	*Kinesin family member 2C*	9.6465
*Gga.19339*	*Family with sequence similarity 72, member A*	9.5760
*MELK*	*Maternal embryonic leucine zipper kinase*	9.4771
*KIF4A*	*Kinesin family member 4A*	9.2900
*CENPE*	*Centromere protein E*	9.2869

Transcripts from the magnum of layers and non-layers were aligned to the chicken genome and mapped genes with at least a 3-fold change difference and Benjamini Hochberg q-value < 0.05 were considered differentially expressed. DEGs, differentially expressed genes

**Fig. 1:**
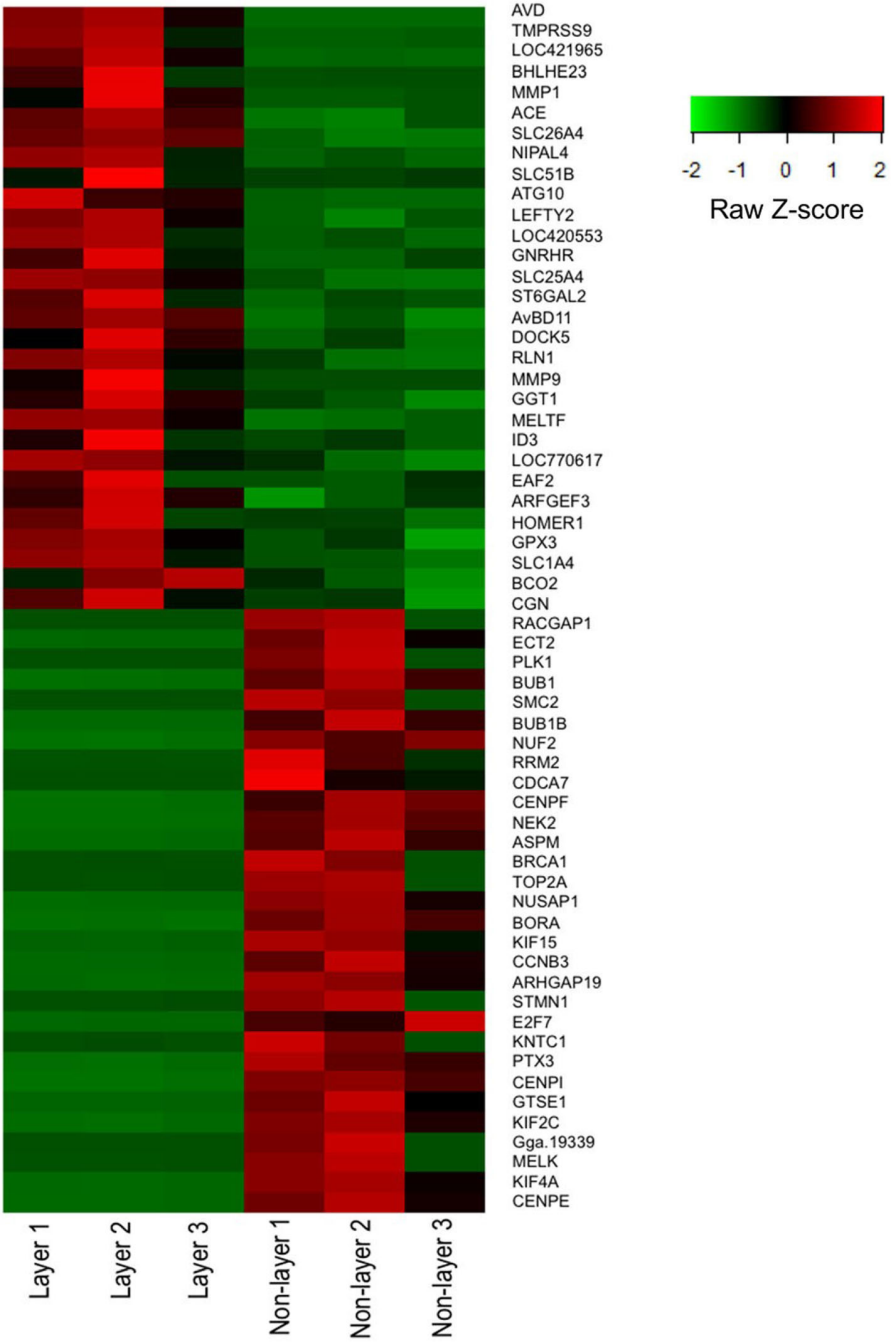
Heat map of top thirty DEGs in the magnum of laying and non-laying hens. The raw z-score depicts the standard deviation of the gene expression value from the mean after normalization. A gene having a negative z-score is represented by green color while a positive z-score is represented by red color. RNA-Seq was performed on magnum from three laying (3 h p.o.) and three non-laying hens. Transcripts were aligned to the chicken genome and mapped genes with at least a 3-fold change difference and Benjamini Hochberg q-value < 0.05 were considered differentially expressed

### Functional annotation and pathways enrichment analysis of DEGs

The Database for Annotation, Visualization, and Integrated Discovery (DAVID) bioinformatics resource was used to gain insight into various Gene Ontology (GO) terms of the upregulated genes in layers. Only the annotated 121 genes that were upregulated in laying hens were uploaded for functional annotation in the DAVID system, and results showed 119 genes were annotated into the three GO terms; biological process, cellular component, and molecular function. Altogether 85 genes were recognized in the biological process, among which three processes; L-serine biosynthetic process, regulation of immune system process, and proline transport were enriched (Fig. 2a). The molecular function had only one enriched GO term, i.e., transporter activity, with 83 genes recognized (Fig. 2b), while the cellular component contained 4 enriched GO terms of the 90 identified genes (Fig. 2c). We also analyzed pathway enrichment for the upregulated genes in laying hens using the KEGG pathways as incorporated in the DAVID system. Glycine, serine, and threonine metabolism was the only pathway to be enriched for upregulated genes.

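The enzymes that make serine from 3-phosphoglycerate, PHGDH, PSAT1 and PSPH, were all higher in laying hens. PHGDH (ENSGALG00000002988; chromosome 8, 4264703 to 4268005 in the deposited table) had 35.8 ± 3.58 CPM (SD, n = 3) in laying hens and 5.61 ± 3.13 CPM (SD, n = 3) in non-laying hens, a log2 fold change of 2.68 (standard error 0.45, adjusted p = 0.0167 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change of PSPH (ENSGALG00000002397) was 2.73 (standard error 0.42, adjusted p = 0.0132, same test of edgeR and adjustment) and that of PSAT1 (ENSGALG00000015180) was 2.34 (standard error 0.55, adjusted p = 0.0398, same test of edgeR and adjustment). The 3 genes remained higher in laying hens under every alternative. With laying hen 1 or 2 left out, the edgeR adjusted p was 0.0783 and 0.0709 for PHGDH, 0.0729 and 0.0578 for PSPH, and 0.148 and 0.126 for PSAT1, and without non-laying hen 1 that of PSAT1 was 0.114. Over the alternatives, the adjusted p ranged from 4.03e-07 to 0.0783 for PHGDH, 3.3e-08 to 0.0729 for PSPH and 0.000249 to 0.148 for PSAT1 (Benjamini-Hochberg, edgeR, DESeq2 or limma). Without non-laying hen 2 the log2 fold changes of PSPH and PSAT1 were 3.36 and 3.03. None of the 3 passed both thresholds on total counts without scaling or with limma on RPKM.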

**Fig. 2:**
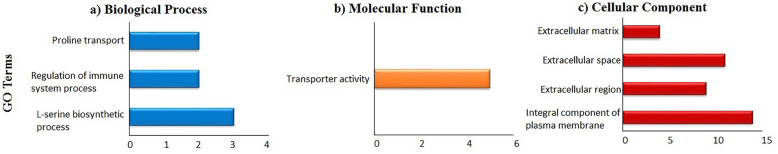
Gene Ontology enrichment analysis of upregulated genes in the magnum of laying and non-laying hens. **a** Biological Process, **b** Molecular Function, **c** Cellular Component. The up-regulated genes in the laying hens (3 h p.o.) were subjected to the DAVID database for Gene Ontology (GO) enrichment analysis. All the GO terms with a modified Fisher Exact p-value < 0.05 and a threshold gene count of 2 were considered enriched

### Canonical pathways

After submitting the DEGs to the ingenuity pathway analysis (IPA), 417 molecules were recognized in its database that belonged to 34 significant canonical pathways (Table 3). Cell cycle control of chromosomal replication, the role of BRCA1 in DNA damage response, mitotic roles of polo-like kinase, cell cycle: DNA damage checkpoint regulation, and role of CHK proteins in cell cycle checkpoint control were the 5 most-significant canonical pathways. 

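Genes of the cell cycle were lower in laying hens. Lists of genes for DNA replication, mitosis and the BRCA1 and DNA damage response were compared as far as the authors' tables of differentially expressed genes pair their members with an identifier, so the members were picked from these libraries. All 17 members of DNA replication with an identifier, all 37 of mitosis and all 12 of the BRCA1 and DNA damage response had a lower CPM in laying hens, and 17, 35 and 12 passed both thresholds. Their median log2 fold changes were -3.18, -4.61 and -3.44, and with 2 mitosis genes and 2 BRCA1 list genes at or under 3 counts in every laying hen set at their bound the last 2 became -4.59 and -2.92. BRCA1 (ENSGALG00000002781; chromosome 27, 5573536 to 5593894) had 0.223 ± 0.118 CPM (SD, n = 3) in laying hens and 10.7 ± 6.24 CPM (SD, n = 3) in non-laying hens, a log2 fold change of -5.49 (standard error 0.72, adjusted p = 0.0093 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The polo-like kinase PLK1 (ENSGALG00000006110) had 7, 4 and 7 counts in laying hens and 840, 1124 and 375 in non-laying hens, and MCM2 (ENSGALG00000006037), which unwinds DNA at replication, had 53, 76 and 66 counts against 3023, 1005 and 846. In non-laying hens, the median log2 CPM of the mitosis genes was 4.07, 4.62 and 2.83 in hens 1, 2 and 3. Without laying hen 1, 0, 3 and 1 members of the 3 lists passed both thresholds, and without laying hen 2 again 0, 3 and 1, although all members stayed lower with an unadjusted p under 0.05. Without non-laying hen 1, 5 of the 12 genes of the BRCA1 list passed.

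**Figure D3:**
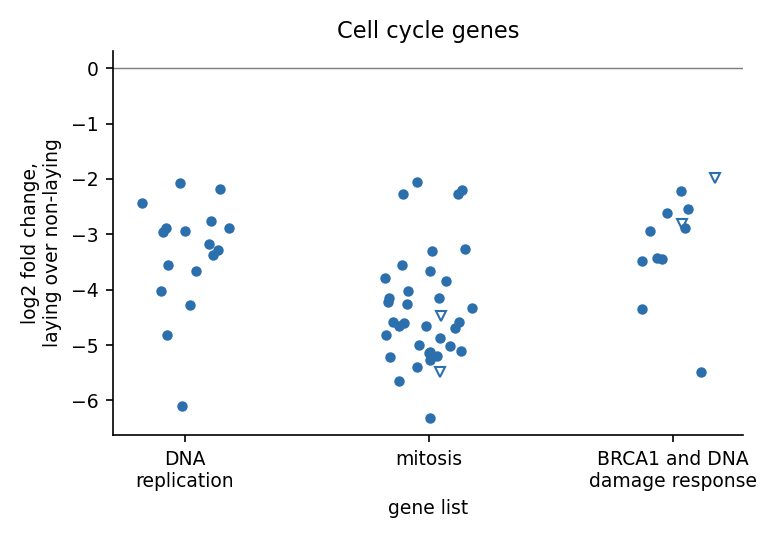
Log2 fold change, laying over non-laying, of each list member with an identifier (points), with genes at or under 3 counts in every laying hen drawn at their bound (open triangles). Members of the 3 lists all lie below 0.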

Among the significant canonical pathways, 2 pathways (Cell cycle: G2/M DNA damage checkpoint regulation and regulation of cellular mechanisms by calpain protease) were predicted to be activated, while 7 pathways were predicted to be inhibited; the rest lacked sufficient literature to be predicted. We were particularly interested in the most significant metabolic pathways such as serine biosynthesis, superpathways of serine and glycine biosynthesis I, inhibition of matrix metalloproteases, asparagine biosynthesis I, asparagine degradation I, and choline degradation I (Fig. 3) because of their prominent role in albumen synthesis and secretion.

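Asparagine synthetase (ASNS, ENSGALG00000009748) had 243 ± 62.0 CPM (SD, n = 3) in laying hens and 50.0 ± 25.6 CPM (SD, n = 3) in non-laying hens, a log2 fold change of 2.28 (standard error 0.44, adjusted p = 0.0229 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Asparaginase (ASPG, ENSGALG00000011572) rose less, with a log2 fold change of 1.90 (standard error 0.26, adjusted p = 0.0096, same test of edgeR and adjustment). Without non-laying hen 3 this order was reversed, at 3.814-fold for ASNS and 4.186-fold for ASPG. Choline dehydrogenase (CHDH, ENSGALG00000005363) was lower in laying hens, at 0.785 ± 0.0429 CPM (SD, n = 3) against 3.82 ± 0.918 CPM (SD, n = 3), a log2 fold change of -2.28 (standard error 0.40, adjusted p = 0.0174, same test of edgeR and adjustment). Leaving out laying hen 1 or 2 raised the edgeR adjusted p to 0.1 and 0.0931 for ASNS, 0.0633 and 0.0556 for ASPG and 0.0864 and 0.0839 for CHDH, and leaving out non-laying hen 1 raised it to 0.0697 for ASNS and 0.0554 for CHDH. Over the alternatives it ranged from 7.88e-06 to 0.118 for ASNS, 4.29e-09 to 0.943 for ASPG and 2.43e-05 to 0.0864 for CHDH (Benjamini-Hochberg, edgeR, DESeq2 or limma). On total counts without scaling the log2 fold change of ASPG was 0.04, and neither ASNS nor ASPG passed both thresholds there or with limma on RPKM. With limma on log2(RPKM + 1), CHDH did not pass the threshold on the fold change.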

**Table 3:** Significant canonical pathways identified by IPA involved in the egg-white formation

Ingenuity Canonical Pathways	-log (*p*-value)
Cell Cycle Control of Chromosomal Replication	11.2
Role of BRCA1 in DNA Damage Response	7.57
Mitotic Roles of Polo-Like Kinase	6.34
Cell Cycle: G2/M DNA Damage Checkpoint Regulation	5.43
Role of CHK Proteins in Cell Cycle Checkpoint Control	5.05
Hereditary Breast Cancer Signaling	4.68
Pyrimidine Deoxyribonucleotides De Novo Biosynthesis I	4.21
Serine Biosynthesis	4.18
Estrogen-mediated S-phase Entry	4.11
DNA Double-Strand Break Repair by Homologous Recombination	3.95
ATM Signaling	3.85
Superpathways of Serine and Glycine Biosynthesis I	3.64
GADD45 Signaling	3.40
DNA damage-induced 14–3-3σ Signaling	3.40
Regulation of Cellular Mechanics by Calpain Protease	3.13
Antiproliferative Role of TOB in T Cell Signaling	2.86
Neuroprotective Role of THOP1 in Alzheimer’s Disease	2.69
Salvage Pathways of Pyrimidine Ribonucleotides	2.64
Atherosclerosis Signaling	2.52
Cyclins and Cell Cycle Regulation	2.43
Dopamine-DARPP32 Feedback in cAMP Signaling	2.38
Complement System	2.28
Inhibition of Matrix Metalloproteases	2.20
Pyridoxal 5′-phosphate Salvage Pathway	2.10
Hepatic Fibrosis / Hepatic Stellate Cell Activation	2.06
Airway Pathology in Chronic Obstructive Pulmonary Disease	2.03
Breast Cancer Regulation by Stathmin1	1.79
Asparagine Biosynthesis I	1.72
Cell Cycle Regulation by BTG Family Proteins	1.54
Mismatch Repair in Eukaryotes	1.44
Asparagine Degradation I	1.42
Choline Degradation I	1.42
eNOS Signaling	1.37
Cardiac β-adrenergic Signaling	1.32

All the differentially expressed genes in the layers were used in Ingenuity Pathway Analysis and significant canonical pathways based on IPA scores were identified. IPA, ingenuity pathway analysis

**Fig. 3:**
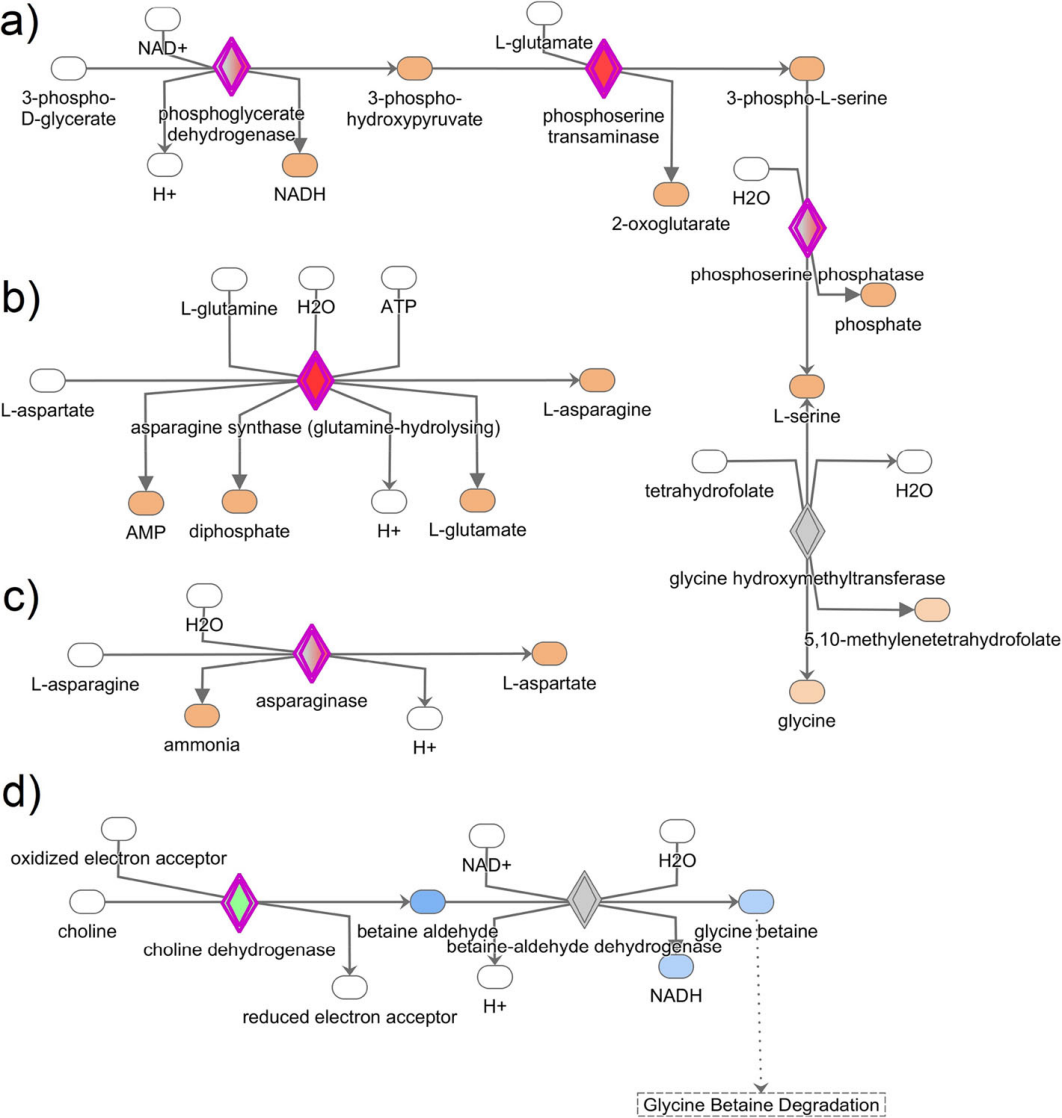
Results of most significant and relevant canonical pathways associated with albumen formation in laying hens. **a** Superpathways of serine and glycine biosynthesis I, **b** asparagine biosynthesis I, **c** asparagine degradation I, and **d** choline degradation. The canonical pathways were analyzed using QIAGEN’s Ingenuity Pathway Analysis (IPA; QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis). Differentially expressed genes in the layers were subjected to IPA analysis, and significant canonical pathways were identified at *p*-value < 0.05. The above-identified canonical pathways demonstrate how the candidate molecules (genes) are involved in amino acid synthesis and degradation

### Validation of the expression profiles of selected candidate genes

Following the identification of DEGs, the expression profiles of the 19 most relevant upregulated genes, speculated to be related to the event of albumen synthesis and secretion, were determined in laying, molting, and non-laying hens by real-time PCR (qPCR) assay. 

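Of the 19 genes chosen for qPCR, 18 had enough counts to be tested, and their counts in the sequenced hens were compared gene by gene. All 18 had a higher CPM in each laying hen than in each non-laying hen, as 10% of genes do by chance in one direction or the other when they are not selected for a difference, which these were. Of the 19, 17 had an adjusted p under 0.05 over all genes tested, and 18 when adjusted over the list alone (both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Because the authors chose the list on these libraries, the count adjusted over the list alone is not independent evidence. The 17 included ATG10 (ENSGALG00000029094), named so after Table S3. The deposited table lists this identifier under the name Metazoa_SRP, as a 300 bp RNA gene on chromosome 5. Whether its counts are those of ATG10 mRNA is therefore open. ATG10 had 28, 15 and 13 counts in laying hens and 1, 0 and 0 in non-laying hens, which makes it at least 18.6-fold higher in laying hens, or at least 11.7-fold without laying hen 1. Its edgeR adjusted p was 0.0633 and 0.0514 without laying hens 1 and 2, in a range of 1.64e-08 to 0.0633 over the alternatives (Benjamini-Hochberg, edgeR, DESeq2 or limma). Its counts were not whole in any of the 6 libraries, so its reads were divided with other genes and its level is uncertain. The counts of melanotransferrin (MELTF, ENSGALG00000006855), with a log2 fold change of 3.18, were not whole in 3 libraries. With laying hen 1 or laying hen 2 left out, 5 of the 19 had an adjusted p under 0.05 over all genes tested, and with non-laying hen 1 left out 11 had.

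**Figure D4:**
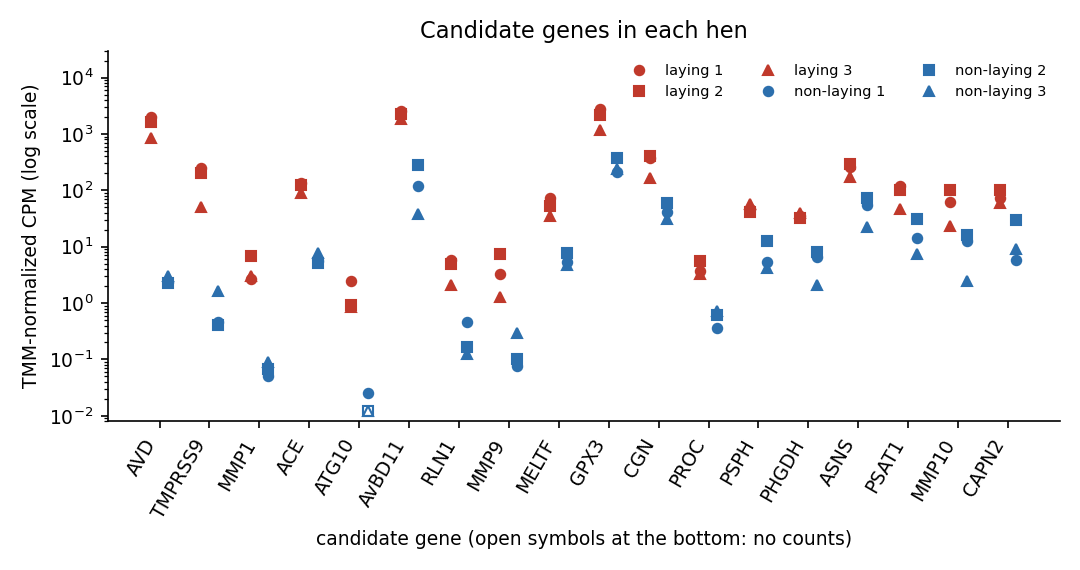
TMM-normalized CPM (log scale) of the 18 candidate genes tested in each laying hen (red) and non-laying hen (blue), with open symbols at the bottom for hens without counts. In all 18 genes the 3 laying hens lie above the 3 non-laying hens.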

The selected candidate genes were *avidin* (*AVD*), *transmembrane protease serine 9* (*TMPRSS9*), *matrix metallopeptidase 1* (*MMP1*), *angiotensin-converting enzyme* (*ACE*), *autophagy-related 10* (*ATG10*), *avian beta-defensin 11* (*AvD11*), *relaxin* (*RLN3*), *matrix metallopeptidase 9* (*MMP9*), *melanotransferrin* (*MELTF*), *glutathione peroxidase 3* (*GPX3*), *cingulin* (*CGN*), *protein C* (*PROC*), *phosphoserine phosphatase* (*PSPH*), *phosphoglycerate dehydrogenase* (*PHGDH*), *asparagine synthetase* (*ASNS*), *phosphoserine aminotransferase 1* (*PSAT1*), *matrix metallopeptidase 10* (*MMP10*), *calpain 2* (*CAPN2*), and *renin* (*REN*).

The gene networks showing the interactions of some selected candidate genes using the IPA network analysis are shown in Fig. 4. For the qPCR gene expression profiles, the double delta Ct (2^-ΔΔCt^) method was used to calculate the relative fold change of the candidate genes after normalization with the house-keeping gene *TATA-Box Binding Protein* (*TBP*). A total of nine genes, amongst the 19 candidate genes, showed significant changes (*p*-value < 0.05) in expression profiles between the experimental groups (Fig. 5). The mRNA expression of *CAPN2* and *PSPH* were highest in laying hens at 15–20 h p.o. compared to either laying hens at 3 h p.o., molting, or non-laying hens. Expressions of *REN*, *MMP1*, and *MMP9* mRNAs were upregulated only in laying hens at 3 h p.o. compared to either laying hens at 15–20 h p.o., molting, or non-laying hens. Expression of *RLN3* gene was increased in laying hens, both at 3 h p.o. and 15–20 h p.o. relative to molting and non-laying hens. *AVD* mRNA was highest in the laying hens at 15–20 h p.o. followed by 3 h p.o. and molting hens, while lowest in the non-laying hens. The expression of *GPX3* mRNA was higher in laying hens at 15–20 h p.o. compared to both non-laying and laying hens at 3 h p.o. The *CGN* mRNA had increased expression in laying hens at 3 h p.o. relative to 15–20 p.o. and molting hens, while significantly higher than non-laying hens. The results obtained from RNA-Seq and qPCR were highly correlated (R^2^ = 0.94; Supplementary Table S4), showing consistency between RNA-Seq and qPCR data for fold change of gene expression.

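Table S4 lists a fold change by RNA-seq and by qPCR for 18 genes. The fold changes from edgeR for 17 of them were compared with the paper's qPCR values. Pearson's r across the 17 genes was 0.993 (R squared 0.985, permutation p = 1e-05, the smallest that 100000 permutations can give) and Spearman's rho was 0.836 (permutation p = 0.0001). Without the 2 genes with the highest fold changes, AVD and TMPRSS9, r was 0.977 (permutation p = 5e-05) and rho was 0.761 (permutation p = 0.0014). Adjusted by the Benjamini-Hochberg method over the 24 values computed in this family, these 4 permutation p-values were 4.8e-05, 0.00022, 0.00015 and 0.0021. On the log2 scale r was 0.973 (permutation p = 1e-05). For the 18 pairs of fold changes as printed in Table S4, r was 0.947 and R squared was 0.898 (permutation p = 8e-05), and rho was 0.629 (permutation p = 0.0066). Without AVD and TMPRSS9 the r of the printed pairs was 0.694 (permutation p = 0.012). Without AVD, TMPRSS9 and MMP1 it was 0.330 over 15 genes (permutation p = 0.21). The fold changes from edgeR without the same 3 genes gave, over 14 genes, an r of 0.8795 (permutation p = 0.0002) and a rho of 0.7055 (permutation p = 0.0064). The printed pairs include a gene that edgeR did not test, so 0.330 and 0.8795 rest on unlike sets of genes. Whether the low r of the printed pairs comes from that gene was not tested. These correlations are across genes, which are not independent replicates.

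**Figure D5:**
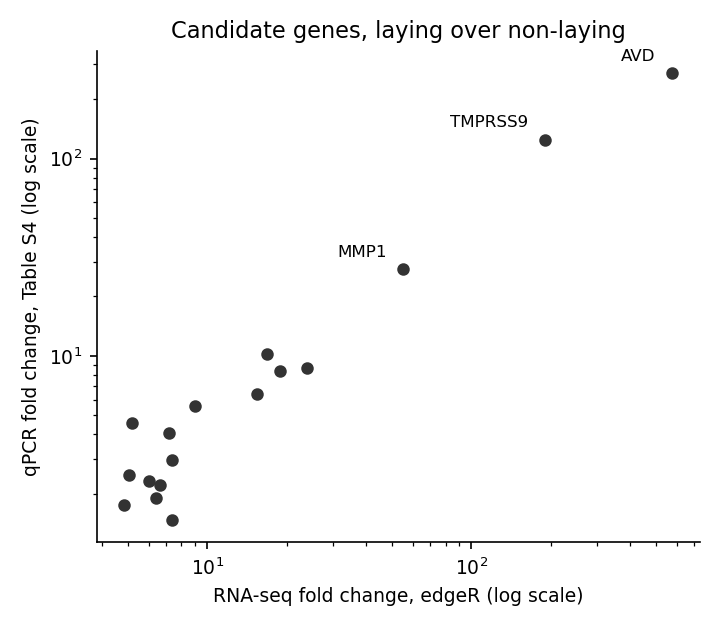
Fold change of 17 candidate genes by RNA-seq from edgeR (x axis, log scale) against the paper's fold change by qPCR (y axis, log scale), laying over non-laying hens. AVD, TMPRSS9 and MMP1 lie above the other 14 genes on the x axis.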

**Fig. 4:**
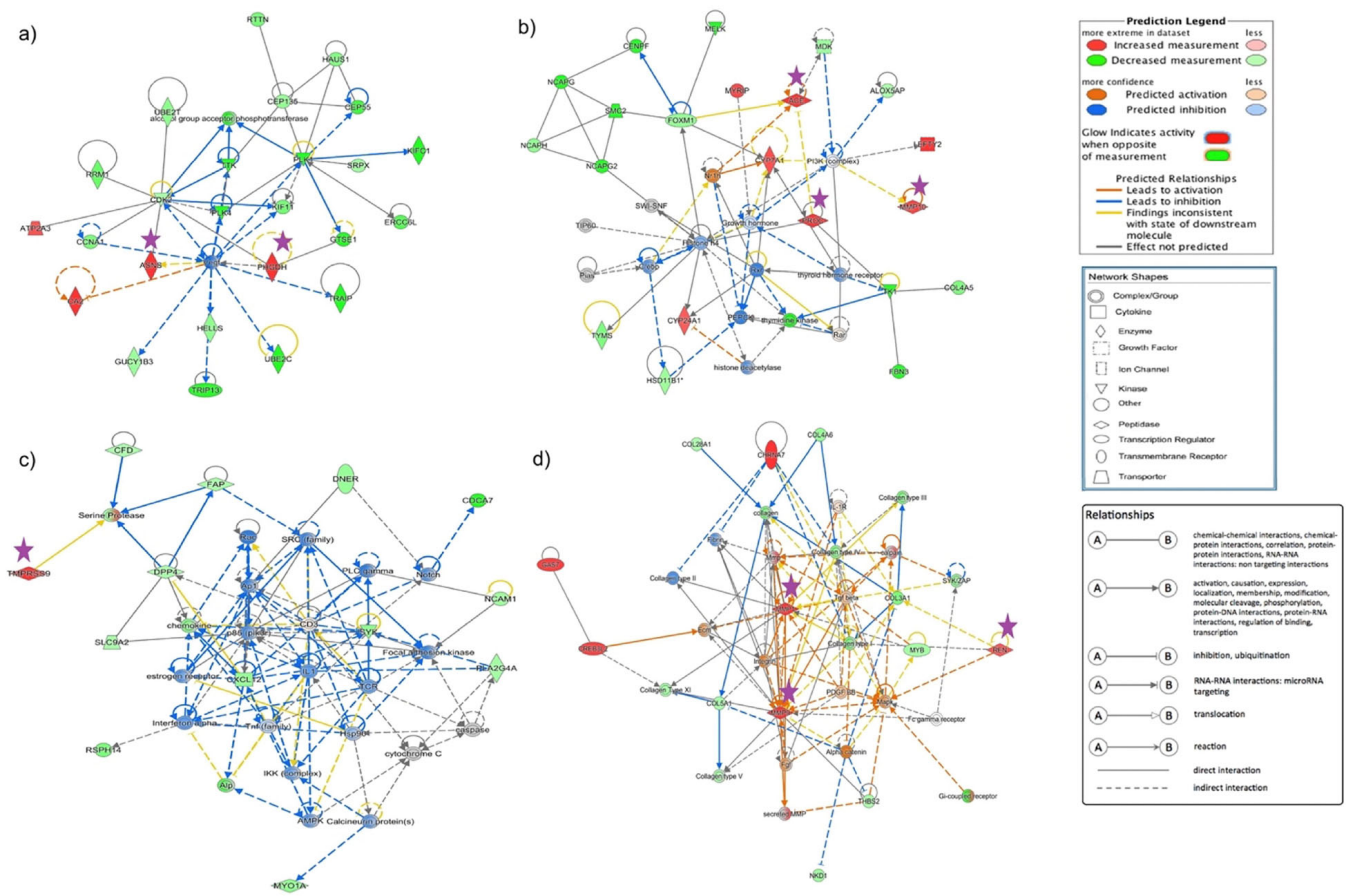
Gene network highlighting some of the candidate genes involved in albumen formation. The candidate genes and their interaction in potentially regulating the synthesis, secretion, and transport of molecules during egg-white formation is shown. This was derived from QIAGEN’s Ingenuity Pathway Analysis (IPA; QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis). **a** PHGDH, ASNS; **b** ACE, MMP10, PROC; **c** TMPRSS9; and **d** MMP1, MMP9, REN. Differentially expressed genes in the layers were used in Ingenuity Pathway Analysis, and significant gene networks based on IPA scores were identified

**Fig. 5:**
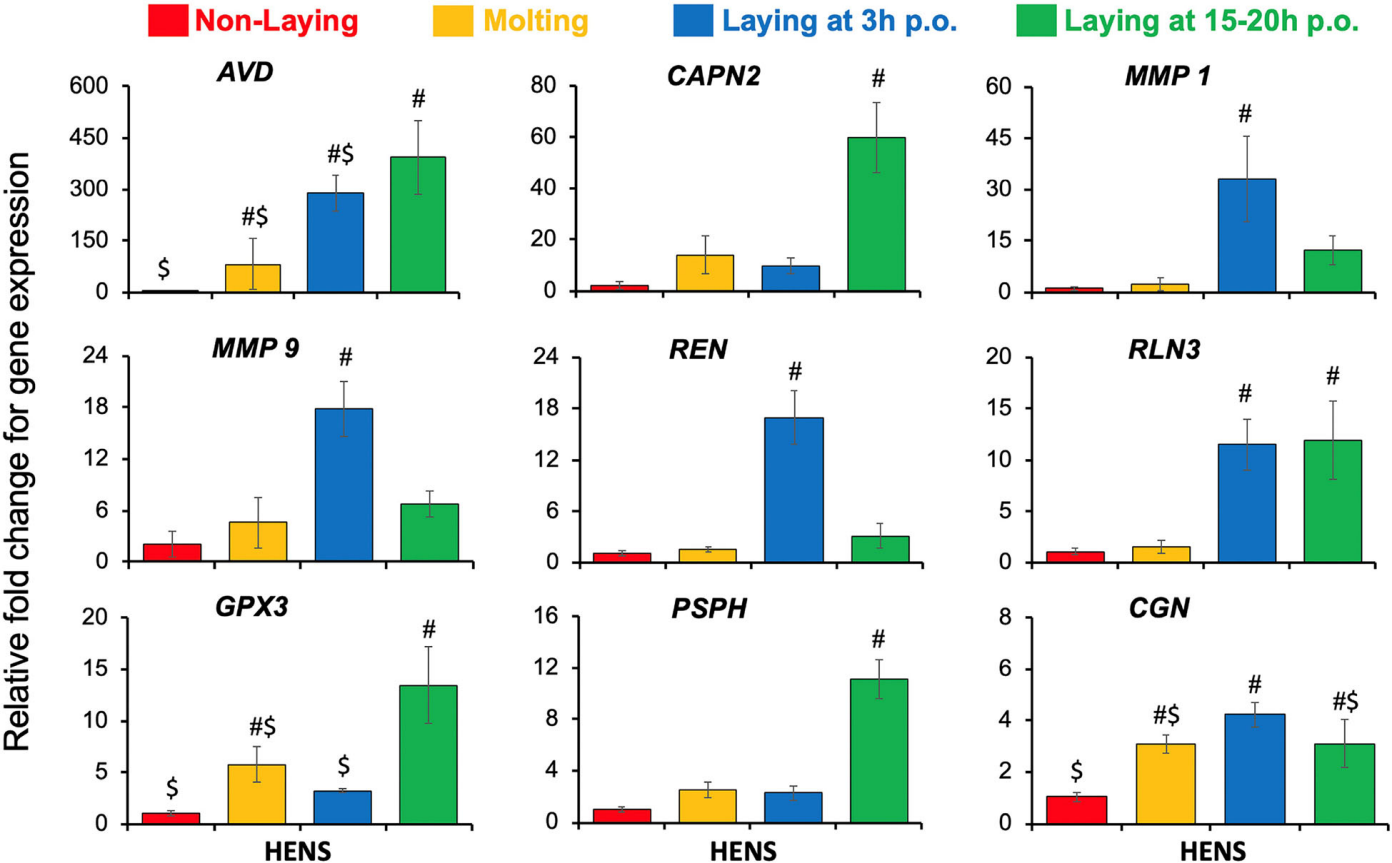
Validation of the gene expression in the magnum of non-laying, molting, and laying hens. Data represented as the mean ± SE. The x-axis represents the physiological status of hens used in the experiment; Y-axis represents relative fold change for gene expression. #, $ denotes significance at *p*-value < 0.05

## Discussion

The magnum is highly glandular tissue, and molecules secreted and/or transported from the luminal and glandular epithelium contribute to the egg albumen. The egg remains in the magnum for 1–3 h to complete the deposition of albumen around the yolk. In the first few hours of the ovulation cycle (1–3 h p.o.), the egg is in the magnum, during which the stored proteins from the magnum epithelium are secreted in the lumen [6]. In the later period of the ovulation cycle (4–23 h p.o.), immediately after the egg has left the magnum, the protein synthesis process begins and continues until the next egg reaches the magnum [6–8]. Using RNA-Sequencing and qPCR, we identified several novel genes and biological pathways associated with egg albumen formation.

In the present study, RNA-Seq data revealed a total of 540 genes differentially expressed between laying (at 3 h p.o.) and non-laying hens. 

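Of 27 known egg-white proteins listed for this comparison, the tables used here pair 4 with an identifier: avidin (AVD), avian beta-defensin 11 (AvBD11), orosomucoid 1 (ORM1) and clusterin (CLU). Ovalbumin and lysozyme were not analysed here, because these tables give no identifier for them. The tables list genes that the authors called differentially expressed in these same libraries. The 4 genes were thus picked for a difference, so their comparison is not independent evidence. Their sum does not stand for all egg-white genes. The 4 genes together took 1.51%, 1.55% and 0.782% of the counts in laying hens 1, 2 and 3 and 0.489%, 0.734% and 0.383% in non-laying hens 1, 2 and 3, a mean of 1.28% ± 0.434 (SD, n = 3) against 0.535% ± 0.180 (SD, n = 3). Every laying hen was above every non-laying hen (two-sided exact permutation test, p = 0.1, the smallest p for 3 hens against 3). The share of summed RPKM moved the result most, to a difference of 1.38 percentage points in place of 0.748. ORM1 (ENSGALG00000005099), with 0.900% ± 0.353 (SD, n = 3) of the counts in laying hens and 0.367% ± 0.219 (SD, n = 3) in non-laying hens, made up most of the sum. Its log2 fold change of 2.78 (standard error 0.92) did not pass the threshold, at an adjusted p of 0.102 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. CLU (ENSGALG00000043051) took 0.181% ± 0.0637 (SD, n = 3) and 0.146% ± 0.0647 (SD, n = 3) of the counts, a difference within the spread between hens. After TMM scaling it was higher in all 3 laying hens than in the non-laying hens, with a log2 fold change of 2.04 (standard error 0.52) and an adjusted p of 0.0511 (same test of edgeR and adjustment), which did not pass the threshold.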

As previously reported, we observed increased expression of genes encoding the common egg-white proteins such as ovalbumin, lysozyme, and avidin in the magnum when the egg was present in this segment of the oviduct [11, 17, 18]. Amongst the DEGs, several proteases (*TMPRSS9*, *ACE*, *REN*, *MMP1*, *MMP9*, *MMP10*, *CAPN2*, and *PROC*) and enzymes for biosynthesis (*PHGDH*, *PSPH*, *PSAT1*, and *ASNS*) were of particular interest. Some of these genes were detected in the microarray and RNA-Seq studies in the magnum [11, 19]. However, their potential role in the formation of egg-white was not reported. 

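Among these proteases, protein C (PROC, ENSGALG00000001780) had 4.18 ± 1.17 CPM (SD, n = 3) in laying hens and 0.562 ± 0.186 CPM (SD, n = 3) in non-laying hens, a log2 fold change of 2.88 (standard error 0.45, adjusted p = 0.0134 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Calpain 2 (CAPN2, ENSGALG00000009360) had 78.1 ± 21.3 CPM (SD, n = 3) and 15.1 ± 13.3 CPM (SD, n = 3), a log2 fold change of 2.37 (standard error 0.58, adjusted p = 0.044, same test of edgeR and adjustment). Leaving out any 1 hen other than non-laying hen 2 raised the edgeR adjusted p of CAPN2 above 0.05, to between 0.0646 without laying hen 3 and 0.142 without laying hen 2. Without non-laying hen 2 the log2 fold change of CAPN2 was 3.39. The edgeR adjusted p of PROC was 0.0726 and 0.0732 without laying hens 1 and 2. The adjusted p over the alternatives ranged from 0.000384 to 0.142 for CAPN2 and from 2.57e-08 to 0.225 for PROC (Benjamini-Hochberg, edgeR, DESeq2 or limma), and neither passed both thresholds on total counts without scaling or with limma on RPKM. From the higher expression of such genes in laying hens, together with qPCR and earlier literature, the paper proposes that proteases and biosynthetic enzymes take part in the synthesis and secretion of egg-white proteins.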

In this study, we validated and assessed the specificity of these identified novel genes and pathways in the laying (3 h and 15–20 h p.o), molting, and non-laying hens using qPCR. Then, we used their expression profile to extrapolate their novel role in the synthesis and/or secretion of egg-white proteins based on existing literature. The newly identified genes were involved in antimicrobial defense, matrix remodeling, albumen synthesis and/or secretion, and egg transport (Fig. 6).

**Fig. 6:**
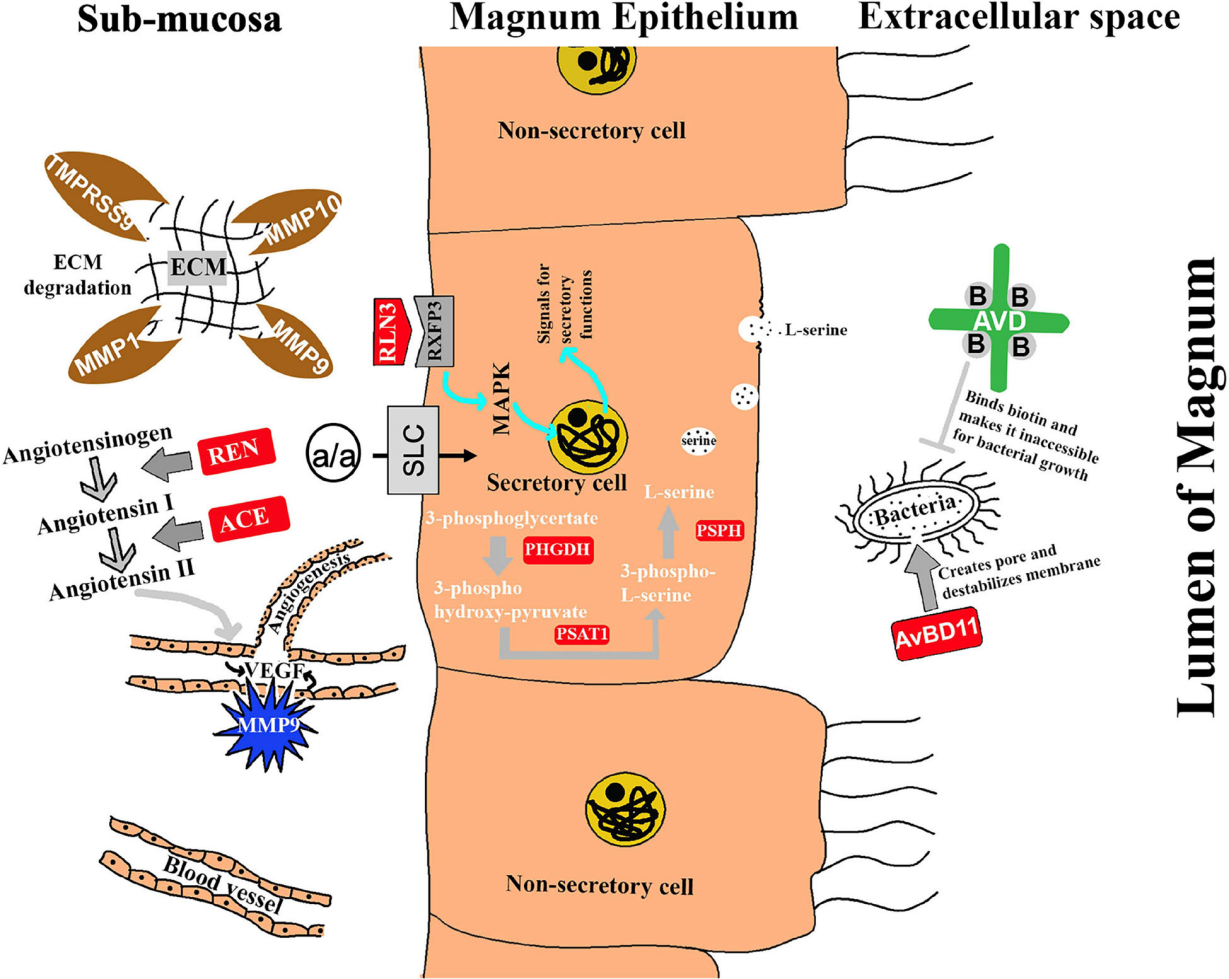
The hypothetical model showing the identified genes and their predicted roles associated with egg-white formation. Solute carriers such as SLC1A4, SLC7A11, SLC7A7, and SLC6A17 may expedite the transport of precursor molecules for protein synthesis. Proteases such as CAPN2, TMPRSS9, MMP1, and MMP9 may be involved in protein maturation and activation, ECM degradation, and angiogenesis for the delivery of molecules from blood circulation so that the magnum epithelium can utilize them for the synthesis of egg-white proteins. Upregulated PHGDH, PSPH, and PSAT1 suggest their active role in the synthesis of amino acids that are basic units of the complex albumen proteins. Increased expression of Relaxin-3 and renin-angiotensin system (REN and ACE) may be linked to their participation in the transport of egg through the oviduct controlling how long the egg stays in the magnum for efficient protein deposition around the yolk. In addition to those genes involved in biosynthesis, some other genes which have a protective function to the egg such as, avidin, avian-beta-defensin 11, and glutathione peroxidase are also incorporated in the egg albumen

### Proteases associated with the albumen synthesis and secretions

Proteases are enzymes having catalytic activity on proteins. There are seven different classes (based on catalytic residue) of proteases, including serine proteases and metalloproteases [20]. Both the serine- and metallo-proteases actively regulate the protein turnover of the extracellular matrix (ECM), influencing various cellular functions [21]. Our RNA-Seq data showed that *TMPRSS9* mRNA was the second most upregulated DEG (FC = 33) in laying hens when the egg was inside the magnum. 

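TMPRSS9 (ENSGALG00000000458; chromosome 28, 603118 to 614593 in the deposited table) had 246, 204 and 50.7 CPM in laying hens 1, 2 and 3 and 0.460, 0.404 and 1.66 CPM in non-laying hens 1, 2 and 3. The mean was 167 ± 103.0 CPM (SD, n = 3) against 0.842 ± 0.710 CPM (SD, n = 3). Its log2 fold change of 7.57 (standard error 0.85, adjusted p = 0.0074 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) ranked 2 among the upregulated genes. With each hen left out in turn the log2 fold change was at most 8.57, without non-laying hen 3, and TMPRSS9 passed both thresholds in all 6 of these fits.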

TMPRSS9, also known as polyserase-I, is a transmembrane type II serine protease that uniquely produces three other proteases, including 2 active ones [22]. TMPRSS9 facilitates the formation of urokinase plasminogen activator that converts plasminogen to plasmin responsible for the degradation of ECM components [23]. Higher expression of *TMPRSS9* uniquely in laying hens suggests that it potentially participates in the degradation of the ECM to release the stored proteins making them available for receptor binding and signaling action, as proposed by ten Dijke et al. [24]. This process is indeed relevant in laying hens when the egg is present in the magnum or the shell gland to keep up with the enormous amount of protein synthesis and secretion.

Matrix metalloproteases (MMPs) are the primary regulators of ECM remodeling. There are 24 members of the MMPs family in vertebrates, including *MMP*-1, − 9, and − 10, which are secreted proteins involved in a wide range of physiological activities such as cellular migration and angiogenesis, and inflammation [25, 26]. 

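Of the genes for matrix metallopeptidases 1, 9 and 10, MMP1 and MMP9 were called differentially expressed and MMP10 was not. MMP1 (ENSGALG00000019061) had 4.17 ± 2.29 CPM (SD, n = 3) in laying hens and 0.0696 ± 0.0197 CPM (SD, n = 3), from 2, 2 and 5 counts, in non-laying hens, a log2 fold change of 5.79 (standard error 0.61, adjusted p = 0.0068 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MMP9 (ENSGALG00000006992) had 4.01 ± 3.14 CPM (SD, n = 3) against 0.156 ± 0.116 CPM (SD, n = 3), a log2 fold change of 4.58 (standard error 0.81, adjusted p = 0.0182, same test of edgeR and adjustment). MMP10 (ENSGALG00000019063) had 62.9 ± 39.3 CPM (SD, n = 3) against 10.5 ± 7.14 CPM (SD, n = 3), a log2 fold change of 2.60 (standard error 0.71), and its adjusted p of 0.0638 (same test of edgeR and adjustment) did not pass the threshold, although all 3 laying hens were above all 3 non-laying hens. Without laying hen 3 the edgeR adjusted p of MMP10 was 0.0499. For MMP9 it was 0.0783, 0.0771 and 0.0552 without laying hen 1, laying hen 2 and non-laying hen 1, and its log2 fold change was 3.78 without laying hen 2 and 5.44 without non-laying hen 3. Over the alternatives, the adjusted p ranged from 0.00109 to 0.193 for MMP10 and from 6.39e-08 to 0.0783 for MMP9 (Benjamini-Hochberg, edgeR, DESeq2 or limma). MMP10 passed both thresholds with DESeq2, with all genes of at least 1 count tested and with replicate number as a factor, where MMP9 did not pass. With limma on log2(RPKM + 1), MMP9 did not pass and MMP1 missed the threshold on the fold change.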

In this study, the expressions of *MMP-1*, *MMP-9,* and *MMP-10* were upregulated (FC = 16, 7.5, and 3.5, respectively) in the laying hens with the presence of egg in the magnum, compared to the non-laying hens. MMP1 is down-regulated in magnum when the hen transitions from laying to molting stage [11]. MMP1, also known as collagenase, can degrade the most highly abundant ECM; collagen, in several tissues, including the chicken ovary [27]. MMP-9 (gelatinase) is known to degrade the gelatin matrix [28], provokes angiogenesis [29], and also regulates the laying process in hen [15]. MMP10 breaks down several collagen-related connective tissues [30]. There is no report of *MMP10* mRNA expression in the chicken oviduct; however, a metastatic study has confirmed its association in angiogenesis [31]. Several proteins need to be synthesized and transported into the lumen for deposition around the egg yolk for albumen formation. The required proteins are synthesized in the tubular gland cells of the magnum, which require the rapid transport of amino acids from the blood circulation [6]. We speculate that the higher expression of *MMP-1*, *MMP-9,* and *MMP-10* in the magnum of laying hens are associated with the tissue remodeling and formation of new vasculatures to support the expeditious conveyance of precursor molecules for the biosynthesis of egg-white proteins.

Calpains, on the other hand, are ubiquitous intracellular cysteine proteases having very low specificity for recognition of amino acid sequence. Calpains have a wide range of functions in various tissues, including membrane repair, cell adhesion and motility, cell death, protein cleavage, and activation [32]. Our study reports an increased expression of *CAPN2* in the laying hens during 15–20 h p.o. compared to either molting or non-laying hens. Similarly, the expression of CAPN2 is higher in hens at the laying stage than in the molting stage [11]. Therefore, we posit that CAPN2 is responsible for the maturation and activation of the synthesized egg-white proteins.

Also, we observed that serine protease inhibitor family B member 2 (SERPINB2) was higher (> 3-fold) in the magnum, and similar up-regulation of SERPINB3 expression in the magnum of laying hens was reported by Jeong et al. [11]. 

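SERPINB2 (ENSGALG00000019552; chromosome 2, 67931644 to 67938135) had 51.1, 90.5 and 2.61 CPM in laying hens 1, 2 and 3 and 0.588, 0.741 and 1.68 CPM in non-laying hens 1, 2 and 3. The mean of 48.1 ± 44.1 CPM (SD, n = 3) in laying hens was against 1.00 ± 0.591 CPM (SD, n = 3) in non-laying hens, a log2 fold change of 5.55 (standard error 1.12, adjusted p = 0.0255 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The edgeR adjusted p was 0.0979, 0.085, 0.0814 and 0.0527 without laying hen 1, laying hen 2, non-laying hen 1 and non-laying hen 2, in a range of 7.27e-05 to 0.118 over all alternatives (Benjamini-Hochberg, edgeR, DESeq2 or limma). The log2 fold change was 4.72 without laying hen 2 and 6.18 without non-laying hen 3.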

Recently, Zhang et al. [33] also reported the upregulation of SERPINF1 and SEPRINH1 when an egg was present in the magnum of duck. This suggests that the SERPIN family of protease inhibitors has an important role in regulating the secretory activity of magnum for egg-white formation. Indeed, proteomic analysis of the egg white has shown that the SERPIN proteins are incorporated in the egg-white [34].

### Transporters of proteins in the magnum epithelium

Cingulin is a protein localized at the tight junction of epithelial and endothelial cells, first discovered in the chicken intestine, and creates a barrier for molecular transport across cells [35]. In the present study, *CGN* mRNA was 5.4 fold higher in laying as compared to the non-laying hens. 

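CGN (ENSGALG00000000920; chromosome 25, 2806615 to 2815037) had 313 ± 129 CPM (SD, n = 3) in laying hens and 43.6 ± 14.0 CPM (SD, n = 3) in non-laying hens. The difference was a log2 fold change of 2.84 (standard error 0.42, adjusted p = 0.0124 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or 7.18-fold. The edgeR adjusted p was 0.0721 and 0.0609 without laying hens 1 and 2, in a range of 2.8e-10 to 0.0721 over the alternatives (Benjamini-Hochberg, edgeR, DESeq2 or limma). On total counts without scaling, and with limma on RPKM, the fold change of CGN was under the threshold.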

Cingulin is involved in the organization of the tight junctions, but simultaneously, it inhibits RhoA (Ras homolog gene family member A) activation and suppresses epithelial cell proliferation and gene expression [36]. However, it is also implicated that CGN regulates cell growth and morphology and creates a single layer of small, tightly packed cells [37]. To the best of the available literature on CGN function, we postulate that *CGN* mRNA is involved in the cellular organization and integrity of the magnum epithelium in laying hens regulating molecular transport across the epithelial barrier.

The solute carriers (SLCs) are exclusive membrane transporters that carry several solutes such as amino acids, organic and inorganic ions, and sugars. 

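Of the genes SLC7A9, SLC1A4, SLC7A11, SLC7A7 and SLC6A17, which encode amino acid transporters, 4 could be tested and were called differentially expressed. SLC7A9 (ENSGALG00000016483; chromosome 3, 102109981 to 102119802) had 12.8 ± 4.803 CPM (SD, n = 3) in laying hens and 0.163 ± 0.0945 CPM (SD, n = 3) in non-laying hens, a log2 fold change of 6.35 (standard error 0.54, adjusted p = 0.0033 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it passed both thresholds with each hen left out. SLC7A11 (ENSGALG00000009758) had a log2 fold change of 3.72 (standard error 0.82), SLC1A4 (ENSGALG00000008811) of 3.05 (standard error 0.47) and SLC7A7 (ENSGALG00000034806) of 2.45 (standard error 0.32). Their adjusted p-values were 0.0328, 0.013 and 0.0091 (same test of edgeR and adjustment). SLC6A17 (ENSGALG00000000394) had 12, 57 and 1 counts in laying hens 1, 2 and 3 and none in non-laying hens. It had too few counts to be tested, was at least 20.3-fold higher in laying hens, and was at least 7.39-fold higher without laying hen 2. SLC6A17 passed both thresholds without laying hen 3 and with all genes of at least 1 count tested, at edgeR adjusted p-values of 0.0253 and 0.0215 (Benjamini-Hochberg), and with a mean of at least 10 counts, at 0.046. Without non-laying hen 1, 2 or 3 it was tested and did not pass, at 0.0926, 0.0582 and 0.0695. Without laying hens 1 and 2 the edgeR adjusted p was 0.12 and 0.112 for SLC7A11 and 0.0726 and 0.0665 for SLC1A4, without laying hen 2 it was 0.0548 for SLC7A7, and without non-laying hen 1 it was 0.0885 for SLC7A11. It ranged over the alternatives from 6.36e-06 to 0.12 for SLC7A11, 7.76e-09 to 0.0726 for SLC1A4 and 1.75e-10 to 0.177 for SLC7A7 (Benjamini-Hochberg, edgeR, DESeq2 or limma). Neither SLC1A4 nor SLC7A7 passed both thresholds on total counts without scaling or with limma on RPKM.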

Several SLC members, including *SLC7A9*, *SLC1A4*, *SLC7A11*, *SLC7A7*, and *SLC6A17,* were increased by 29.9, 5.6, 5.3, 4.5, and 4.4-folds, respectively in the laying hens. The upregulation of these genes in the magnum of laying hens suggests that they actively participate in the transporter of precursor molecules to synthesize egg-white proteins.

### Molecules involved in the biosynthesis

Several enzymes such as *PHDGH*, *PSPH*, *PSAT1*, *ASNS*, *ASPG*, *GALNT6*, *PDE3A*, and *PHYKPL* were increased in laying hens as shown by our RNA-Seq data. 

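Among the enzymes not described with the serine and asparagine pathways, GALNT6 (ENSGALG00000041101) had 101.0 ± 45.1 CPM (SD, n = 3) in laying hens and 23.5 ± 3.21 CPM (SD, n = 3) in non-laying hens, a log2 fold change of 2.11 (standard error 0.37, adjusted p = 0.0174 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PHYKPL (ENSGALG00000023920) had a log2 fold change of 2.54 (standard error 0.47, adjusted p = 0.0199, same test of edgeR and adjustment). PDE3A (ENSGALG00000013143) had 50.1, 59.4 and 11.0 CPM in laying hens 1, 2 and 3 against 4.60, 6.80 and 9.53 CPM in non-laying hens 1, 2 and 3, a log2 fold change of 2.52 (standard error 0.58, adjusted p = 0.0375, same test of edgeR and adjustment). With laying hen 1, laying hen 2 or non-laying hen 1 left out, the edgeR adjusted p was 0.0805, 0.0784 and 0.0524 for GALNT6, 0.0943, 0.0847 and 0.0633 for PHYKPL and 0.135, 0.129 and 0.105 for PDE3A, and without non-laying hen 2 that of PDE3A was 0.0688. Over the alternatives it ranged from 2.74e-06 to 0.533 for GALNT6, 3.81e-06 to 0.432 for PHYKPL and 0.000139 to 0.447 for PDE3A (Benjamini-Hochberg, edgeR, DESeq2 or limma). None of the 3 passed on total counts without scaling or with limma on RPKM.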

GO enrichment analysis revealed that PHDGH, PSPH, PSAT1, and ASNS were involved in amino-acid biosynthesis. The biosynthesis of L-serine from 3-phosphoglyceraldehyde is mediated by three enzymes PHGDH, PSAT1, and PSPH at each successive step, respectively [38]. Interestingly, the mRNA of *PHGDH* had higher expression in laying hens at 15–20 h p.o. (during the albumen synthesis period), and *PSAT1* and *PSPH* mRNAs were also relatively higher in those hens. The upregulated expression of *PHGDH*, *PSAT1*, and *PSPH* in laying hens in this study strongly indicates the biosynthesis of serine in magnum, which may be required to synthesize egg-white proteins. Besides, microarray analysis of the magnum has shown that the expression of ASNS and PSPH is higher at the laying stage compared to the molting stage [11]. A report by Li et al. [39] suggests an additional role of these enzymes (PHGDH, PSAT1, and PSPH) in protection from reactive oxygen species (ROS) by providing the substrate-serine for glutathione synthesis. The antioxidative function of serine biosynthesis enzymes in the magnum is plausible since cells of the magnum are involved in the production of a massive amount of proteins, and concurrently ROS as by-products.

### Genes involved in albumen secretion and/or oviductal transport of egg

Relaxin hormone produced from the ovary and placenta in mammals helps to ease the parturition process by relaxing the ligaments and dilating the cervix. The relaxin-like family peptide has seven peptides, including relaxin-3, which belong to the insulin superfamily. However, a phylogenetic study showed that the chicken genome had lost all the relaxin family peptides, but relaxin-3 having high homology to the human analog [40]. The relaxin-like peptide is produced in granulosa cells of the post-ovulatory follicles, localized in the uterus of laying hens, and influences the oviduct and uterus to aid in oviposition [41]. Also, loss in functionality of this avian relaxin has been shown to cause a drastic delay in oviposition timing [42, 43]. Studies of Brackett [41] and Wilkinson [40] suggest that the hormonal action of relaxin-3 from ovaries help in egg-laying. This study also detected a significant expression of *RLN3* mRNA in the magnum of laying hens (7.5-fold higher) both during albumen synthesis and secretion period. This is a novel report on *RLN3* expression suggesting its synthesis in the magnum, and we hypothesize that its over-expression at 3 h p.o. in the oviduct may be related to the mechanical distention of the magnum to ease the passage of the developing egg and/or secretion of the stored egg-white proteins. 

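At 3 h post-ovulation, the relaxin gene (ENSGALG00000015028, RLN1 in Table S3; chromosome Z, 27625100 to 27627598) had 5.92, 4.87 and 2.07 CPM in laying hens 1, 2 and 3 and 0.460, 0.168 and 0.126 CPM, from 18, 5 and 7 counts, in non-laying hens 1, 2 and 3. Its log2 fold change was 4.07 (standard error 0.66, adjusted p = 0.0148 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The edgeR adjusted p rose to 0.0783 and 0.0709 without laying hens 1 and 2, in a range of 7.65e-09 to 0.0783 over the alternatives (Benjamini-Hochberg, edgeR, DESeq2 or limma). Without non-laying hen 1 the log2 fold change was 4.84. With limma on log2(RPKM + 1) the fold change of RLN1 was under the threshold.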

Since the mechanical pressure on the walls of the magnum provokes the secretion of the synthesized albumen proteins [9], *RLN3* potentially is one of the markers of mechanical stimulus for the secretion of albumen from the goblet cells of the magnum.

The renin-angiotensin system (RAS), besides its well-known endocrine role in maintaining extracellular fluid in the body, also regulates ovarian growth dynamics [44]. Renin found in ovarian theca cells [45, 46] and angiotensin-converting enzyme (ACE) localized in the granulosa cells and blood vessels of the ovary [47] are the principal components of the RAS system. Apart from the endocrine function of RAS, the localized action of RAS in the ovary is towards follicular development and ovulation [48]. In this study, *REN* mRNA had significantly increased expression in the magnum of laying hens during the albumen secretion period as compared to molting and non-laying hens. The *ACE* mRNA was also higher (14.8 folds) in laying hens relative to non-laying hens. 

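ACE (ENSGALG00000000498; chromosome 27, 2830975 to 2847223) had 117 ± 23.6 CPM (SD, n = 3) in laying hens and 6.23 ± 1.45 CPM (SD, n = 3) in non-laying hens. The log2 fold change was 4.23 (standard error 0.29, adjusted p = 0.0017 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or 18.8-fold. ACE passed both thresholds under all 16 alternatives, with log2 fold changes from 2.08 to 4.45.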

There are some reports on the activity of RAS in the uterus of humans [49], rats [50], rabbits [51], and quail [52]. So far, there is no report on RAS in the chicken oviduct. Verma and Panda [52] reported that ACE is expressed in immature and mature (with exogenous estrogen) quails with the highest expression in magnum, amongst the other oviductal parts. REN and ACE, fundamental molecules of the RAS, are predominantly found in the glandular epithelium of the human uterus, where the RAS had different roles during the menstrual cycle [49]. Collectively, the RAS controls the blood supply to the magnum by altering the vascular smooth muscle tone (through bradykinin), and forming new blood vessels [53]. Also, the RAS system, specifically in the magnum, might aid in relaxing the magnum to retain the egg for sufficient time, allowing optimum deposition of albumen. Concurrently, the expression of the ACE gene in the magnum of pigeon decreases by more than four-fold when the egg has passed through the magnum during the egg-laying cycle [19]. The previous studies in association with the findings of this study suggest that the expression of *REN* and *ACE* in the magnum of laying hens is strong evidence that the RAS system is also involved in the oviductal transport of egg in the chicken.

### Antimicrobials for the egg defense

Antimicrobial agents are crucial for the livability of the hen’s embryo. The albumen holds the yolk (with ovum) in the center of the egg, without any contact with the eggshell. Albumen acts as a thick protective layer consisting of several antibacterial proteins. One such established protein is avidin, and interestingly in our study, *AVD* was the most overly expressed (250.7 folds) mRNA in laying hens. 

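AVD (ENSGALG00000023622; chromosome Z, 9164721 to 9165903) had 22312, 25779 and 12542 counts in laying hens 1, 2 and 3 and 93, 67 and 168 counts in non-laying hens 1, 2 and 3, or 1483 ± 591 CPM (SD, n = 3) against 2.56 ± 0.418 CPM (SD, n = 3). Its log2 fold change was 9.17 (standard error 0.56, adjusted p = 0.0013 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the highest among the genes past both thresholds. It ranged from 7.19 to 9.47 over the 16 alternatives, in all of which AVD passed both thresholds. The counts of AVD were not whole in 5 of the 6 libraries, so part of its reads was divided with other genes, and its level is uncertain to that extent.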

Avidin is also abundant in the egg white [1] and has a very high affinity for biotin required for bacterial growth and proliferation, thus preventing the invasion by microbial pathogens [54].

Another newly discovered and widely studied chicken antimicrobial protein is avian beta-defensins (AvBDs). AvBD11 is among the 14 members of the AvBDs whose mRNA expression was increased by 7.5 folds in the magnum of laying hens in our study. 

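AvBD11 (ENSGALG00000019846; chromosome 3, 107863811 to 107866429) had 2237 ± 375 CPM (SD, n = 3) in laying hens and 145 ± 123 CPM (SD, n = 3) in non-laying hens, where hens 1, 2 and 3 had 118, 280.1 and 37.7 CPM. Its log2 fold change was 3.94 (standard error 0.72, adjusted p = 0.0199 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Leaving out laying hen 1, laying hen 2 or non-laying hen 1 raised the edgeR adjusted p to 0.0888, 0.0785 and 0.073, in a range of 7.08e-10 to 0.0888 over the alternatives (Benjamini-Hochberg, edgeR, DESeq2 or limma). Without non-laying hen 2 the log2 fold change was 4.85.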

Previous studies have also revealed the expression of *AvBD11* in the egg vitelline membrane, eggshell membrane, eggshells, and magnum, suggesting that the AvBD11 is an important molecule for innate immunity in hens [17, 55–57]. Taken together, AvBD11 incorporation in the albumen protects the developing embryo and might increase the hatchability of the eggs.

### Antioxidant for protection of the magnum epithelium

Glutathione peroxidase (GPX) is a well-known enzyme capable of protecting the cells and tissues from ROS, such as hydrogen peroxidases and other lipid hydroperoxides. GPX3 is an isoform of the enzyme GPX class, localized in plasma and extracellular spaces [58]. We observed a 5.6 folds higher expression of *GPX3* mRNA in the magnum of laying hens during the albumen synthesis period. These findings are indeed concurrent with the underlying physiological activities in laying hens. In the magnum of laying hens, rapid protein synthesis occurs at 4–23 h p.o. indicating that the cells of magnum have increased metabolism. As a result, simultaneous with protein synthesis, there is the release of ROS and other free radicals. So, the increased *GPX3* expression in the magnum is indicative of the protective response against oxidative damage. Also, several other genes differentially expressed in laying hens, such as *urotensin 2* and *spermine oxidase* involved in the production of ROS and hydrogen peroxide [59, 60], respectively, support the fact that oxidative stress is evident in the magnum.

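In the hens sampled at 3 h post-ovulation, urotensin 2 (UTS2, ENSGALG00000000556) had 14.3, 31.3 and 2.01 CPM in laying hens 1, 2 and 3 against 0.0511, 0.337 and 0.0361 CPM, from 2, 10 and 2 counts, in non-laying hens 1, 2 and 3. Its log2 fold change was 6.97 (standard error 1.17, adjusted p = 0.016 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Spermine oxidase (SMOX, ENSGALG00000015977) had 70.2 ± 2.61 CPM (SD, n = 3) in laying hens and 20.7 ± 5.66 CPM (SD, n = 3) in non-laying hens, a log2 fold change of 1.76 (standard error 0.25, adjusted p = 0.0117, same test of edgeR and adjustment). GPX3 (ENSGALG00000004521) had 2032 ± 797 CPM (SD, n = 3) and 277 ± 92.2 CPM (SD, n = 3), a log2 fold change of 2.88 (standard error 0.48, adjusted p = 0.0155, same test of edgeR and adjustment). Without laying hens 1 and 2 the edgeR adjusted p was 0.0783 and 0.0709 for UTS2, 0.0697 and 0.0607 for SMOX and 0.0783 and 0.0736 for GPX3, and without non-laying hen 1 it was 0.0521 for UTS2 and 0.0651 for GPX3. Without non-laying hen 3 the log2 fold change of SMOX, 1.57, was under the threshold. That of UTS2 was 5.97 without laying hen 2 and 8.41 without non-laying hen 2. Over the alternatives, the adjusted p ranged from 1.15e-08 to 0.0783 for UTS2, 7.05e-08 to 0.883 for SMOX and 2.95e-11 to 0.0783 for GPX3 (Benjamini-Hochberg, edgeR, DESeq2 or limma). On total counts without scaling the log2 fold change of SMOX was 0.07, and neither SMOX nor GPX3 passed both thresholds there or with limma on RPKM.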

## Conclusion

We have identified a substantial number of novel genes and biological pathways that decipher the cascade of events associated with the albumen formation and deposition in the magnum (Fig. 6). The series of events that occurs in the magnum contributing to the albumen formation include transport of precursor molecules (amino acids, proteins, solutes, and ions), synthesis of proteins (such as ovalbumin, avidin, lysozyme), and secretion or transport of the synthesized proteins to be deposited around the egg yolk. This study revealed the upregulation of several genes in laying hens that are potentially involved in the aforementioned events for egg-white formation (Fig. 6). Solute carriers such as *SLC1A4*, *SLC7A11*, *SLC7A7*, and *SLC6A17* are upregulated in laying hens for expeditious convey of precursor molecules for protein synthesis. Also, the upregulated status of proteases such as *CAPN2*, *TMPRSS9*, *MMP1*, and *MMP9* in laying hens advocates their involvement in protein maturation and activation, ECM degradation, and angiogenesis for the transport of molecules from the blood circulation so that the magnum epithelium can utilize them for the synthesis of egg-white proteins. Increased expression of enzymes such as *PHGDH*, *PSPH*, and *PSAT1* only in laying hens suggests their active role in synthesizing amino acids that are basic units of the complex albumen proteins. During egg formation, laying hens have increased expression of relaxin-3, and renin-angiotensin system (REN and ACE), which posits their participation in the transport of egg through the oviduct controlling how long the egg stays in the magnum for efficient protein deposition around the yolk. They also ease the secretion of albumen from the granular cells for deposition around the egg. In addition to those genes involved in biosynthesis, some other genes have a protective function on the egg, such as *avidin*, *avian-beta-defensin 11*, and *glutathione peroxidase* are also incorporated in the egg albumen. Thus, the findings of this study advanced the knowledge of genes and biological pathways involved in albumen biosynthesis and can potentially be used as markers for formulating strategies to improve the size and quality of the eggs.

## Methods

### Animal husbandry and tissue collection

Hy-Line white (laying, non-laying, and molting) hens were brought from a commercial layer farm (Mikilua Poultry Farm Inc., Hawaii). Before sampling, hens were acclimatized for 2 weeks in the Small Animal Facility of College of Tropical Agriculture and Human Resources, University of Hawaii at Manoa. Hens used for this study were at three different physiological stages; i) laying hens of 35 weeks (*n* = 12), ii) molting hens (*n* = 6) of 60 weeks, and iii) non-laying hens (*n* = 6) between 35 and 60 weeks of age.

The laying hens were in their peak egg production period, while the molting hens were in their first week of programmed molting procedure. The physiological status of molting hens was further verified based on the history of the absence of any laying activity during the experimental period. The molting hens had matured oviduct and ovarian follicular dynamics was evident, but without any follicular clutches or ovulation. The non-laying hens were selected initially based on speculation with the help of flock attendants at the commercial farm. Non-laying hens were identified with meticulous observations and physical assessments such as the shallow abdomen, stiff pubic bones, and dry and puckered cloaca [61]. Therefore, the non-laying hens used for this experiment were identified and selected from different flocks and thus belonged to a range of ages between 35 and 60 weeks. Such non-laying hens were further confirmed based on their atrophied oviduct and absence of any follicular recruitment or maturation in the ovary, examined during necropsy. Each hen was housed in individual pens, reared under a standard light regimen and, fed ad libitum. During the acclimatization period, the egg-laying pattern and time of lay were monitored three times (8 am, 12 pm, and 4 pm) daily for each bird to keep track of its laying performance. To know the exact time of ovulation (~ 30 min after oviposition) for the ease of sampling time points, the hens were monitored hourly from 6 am till 4 pm on the day before sampling.

Hens were euthanized by carbon dioxide asphyxiation. Magnum tissues were collected from laying hens (*n* = 5/group) when the egg was in the magnum (3 h post-ovulation; p.o.) or the uterus (15–20 h p.o.), molting (*n* = 5), and non-laying (*n* = 4) hens. Egg in the magnum/uterus of laying hens was presumed by laying history and confirmed with post-mortem analysis of the oviduct to determine the exact location of egg in the oviductal segment. Magnum tissues were collected from the segments immediately before the site where the egg was present, to prevent any contamination with an excess of albumen from the developing egg. The albumen secretion and deposition from magnum epithelium around the egg yolk starts when the egg is in the magnum, while the secretion of egg-white proteins for the next egg begins once the egg leaves the magnum. Therefore, the expressions of the genes involved in the secretion and synthesis processes are supposed to be upregulated during 3 h p.o. and 4–23 h p.o., respectively. Pieces of magnum tissues were collected, snap-frozen, and stored at − 80 °C until further analysis.

### RNA library preparation and sequencing

Total RNA from the frozen tissues was isolated using TRIzol reagent (Invitrogen, Carlsbad, CA) following standard protocol. The concentrations and quality of the extracted RNA samples were measured using NanoPhotometer® P330 (IMPLEN, Los Angeles, CA) and Agilent 2100 Bioanalyzer (Agilent Technologies, Massy, France), respectively. High-quality RNA samples (RNA integrity number > 8.5) were used for library preparation and sequencing.

RNA-Seq libraries from the magnum tissues of laying (*n* = 3) at 3 h p.o. and non-laying (*n* = 3) hens were prepared using a TruSeq Stranded mRNA kit (Illumina, San Diego, CA) as described previously [62]. Following library preparation, a high sensitivity DNA Bioanalyzer assay (Agilent Technologies, Massy, France) was used to assess the size and quality of the libraries, while KAPA Library Quantification Kit (KAPA Biosystems, Boston, MA) was used to quantify the libraries by qPCR. The sequencing run was executed with a single-end mode with a read length of 1x76bp on a NextSeq 500 (Illumina, San Diego, CA) platform.

### RNA-sequencing analysis

Illumina BaseSpace-created FASTQ files with single-end reads were explored using FastQC (Babraham Institute, Cambridge, UK). Prinseq, a perl script [63] was used to clean the raw reads as mentioned previously [62]. Then, Array Studio (version10; OmicSoft, Cary, NC [64];) was used to align the cleaned against the chicken reference genome Galgal 5.0. The DESeq2 algorithm [65], as implemented in the Array Studio, was used to analyze the differential gene expression in layers with respect to non-layers’ groups. The genes are having a fold change (FC) greater than 3 and Benjamini and Hochberg q-value < 0.05 were categorized as differentially expressed.

### Biological pathways and molecular function analyses

Enriched pathways and molecular function of the upregulated genes in laying hens were determined by using public databases such as the Database for Annotation, Visualization and Integrated Discovery (DAVID [66],) and Kyoto Encyclopedia of Genes and Genomes (KEGG [67],) Pathway as described previously [62]. A list of the upregulated genes was uploaded to the functional annotation tool in the DAVID system, and the chicken was selected as the reference genome for Gene Ontology (GO) enrichment analysis to obtain the enriched biological pathways, molecular function, cellular component, and the pathways. The GO terms with a modified Fisher Exact *p*-value < 0.05 and a threshold gene count of 2 were considered enriched. The Ingenuity Pathway Analysis (QIAGEN Inc. [68],) tool was also employed to gain insights into the molecular networks and canonical pathways of the DE genes. The DE genes were fed to the IPA software, and significant differential analyses were made at a *p*-value < 0.05. Since the IPA is based on the human genome mapping, we tried to derive only credible information as applicable to the hen’s physiology.

### Quantitative real-time RT-PCR (qPCR)

To confirm the accuracy of the results obtained by RNA-Seq, nineteen genes having a predicted function in albumen synthesis and/or secretion were selected for qPCR validation. Primers for qPCR were designed using the NCBI primer blast tool (shown in Supplementary Table S5). Standard qPCR protocols were followed as described by Sah et al. [62] in a reaction mixture of 10 μl. *TATA-Box Binding Protein* (*TBP*) was used as a reference gene after analyzing it along with *glyceraldehyde 3-phosphate dehydrogenase* (*GAPDH*), *beta-actin* (*B-actin*) for stable expression in all the samples. All target genes were analyzed in duplicates, and the expression level was determined using the normalized cycle threshold (Ct) values following the standard curve method. The relative fold change for genes was calculated using the 2^-ΔΔCt^ method and presented as mean ± standard error. Statistical analyses were performed using SAS software (SAS Institute Inc., NC) using a one-way analysis of variance followed by the Tukey-Kramer test to determine significance at *p*-value < 0.05.

## Supplementary Information

**Additional file 1: Table S1.** Filtration and alignment summary of RNA-Seq Reads from magnum in laying and non-laying hens. **Table S2.** Summary of magnum RNA-Seq data mapping to the chicken genome (Galgal5.0). **Table S3**. Differentially expressed genes at FDR_BH < 0.05 and FC > 3 in the magnum of laying and non-laying hens. **Table S4.** Correlation between RNA-seq and qPCR data of relative gene expression in magnum of laying and non-laying hens. **Table S5.** List of primers for the candidate genes used in qPCR assay. Primers for the candidate genes were designed using Primer Blast tool of NCBI with filters of amplicon size between 100 and 250 bp, primers must span an exon-exon junction, melting point between 55 and 60 °C with other filters set at default.

## Data Availability

The datasets generated and/or analyzed for this study are available in the Gene Expression Omnibus (GEO) repository and can be accessed with the Accession Number GSE123588 at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE123588. The datasets from Jeong et al. [11] were obtained from 10.1371/journal.pone.0076784.s001 The datasets from Yin et al. [18] are available at PRJNA492958 in NCBI (https://www.ncbi.nlm.nih.gov/bioproject/?term=prjna492958), and was obtained from https://www.sciencedirect.com/science/article/pii/S0888754318305810?via%3Dihub#bi0005 The datasets from Lu et al. [19] does not contain a repository name; however, the data were obtained from mrd23428-sup-0001-APPENDICES.xlsx. The datasets from Zhang et al. [33] are available at GenBank Short Read Archive (SRA: PRJNA493510) and were obtained from https://www.sciencedirect.com/science/article/pii/S0888754320300033#s0075

## Abbreviations

ACE: Angiotensin-converting enzyme
AvD11: Avian beta-defensin 11
ANOVA: One-way analysis of variance
ASNS: Asparagine synthetase
AVD: Avidin
ATG10: Autophagy-related 10
B-actin: Beta-actin
CAPN2: Calpain 2
CGN: Cingulin
DAVID: Database for Annotation, Visualization and Integrated Discovery
DEGs: Differentially expressed genes
ECM: Extracellular matrix
GAPDH: Glyceraldehyde 3-phosphate dehydrogenase
GO: Gene Ontology
GPX3: Glutathione peroxidase 3
IPA: Ingenuity pathway analysis
KEGG: Kyoto Encyclopedia of Genes and Genomes
MMP1: Matrix metallopeptidase 1
MMP9: Matrix metallopeptidase 9
MMP10: Matrix metallopeptidase 10
MELTF: Melanotransferrin
PHGDH: Phosphoglycerate dehydrogenase
PROC: Protein C
PSAT1: Phosphoserine aminotransferase 1
PSPH: Phosphoserine phosphatase
RLN3: Relaxin
REN: Renin
SLCs: Solute carriers
TBP: TATA-Box Binding Protein
TMPRSS9: Transmembrane protease serine 9

How the deposited data were processed for this re-analysis (not part of the article)

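RNA was sequenced from the magnum of 3 laying hens, sampled 3 h post-ovulation at 35 weeks of age, and of 3 non-laying hens of 35 to 60 weeks, with 1 library per hen and reads of 76 bp. The authors cleaned the reads with Prinseq, aligned them to Galgal 5.0 and counted them per gene of Ensembl release 94 in Array Studio. They deposited these estimated counts (expected counts), which were not normalized and of which 5.84% to 8.69% per library were not whole. The authors computed the RPKM values as deposited from these counts per kilobase of gene and relative to the library's summed counts. In the authors' deposited table of 540 genes, the fold change is a signed score, laying over non-laying, computed with DESeq2 in Array Studio. In that table, the p-values and their Benjamini-Hochberg adjusted values were computed by the authors with DESeq2 in Array Studio. The signal per group in that table is the authors' mean of counts normalized in Array Studio, as deposited.

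The test was chosen for counts before the data were examined, and the estimated counts were rounded to whole numbers to be used in it. Summed counts were 25071737, 25763750 and 24948527 for laying hens 1, 2 and 3 and 22723841, 24917234 and 18840068 for non-laying hens 1, 2 and 3. Genes were filtered by filterByExpr, which left 12499 of 19152, and libraries were scaled by TMM, with factors of 0.4449, 0.6216 and 0.5997 for the laying hens and 1.721, 1.192 and 2.94 for the non-laying hens. The 2 groups were compared with glmQLFit and glmQLFTest of edgeR 4.0.16 in R 4.3.3, two-sided, without covariates. Genes were called at a fold change over 3 and a Benjamini-Hochberg adjusted p under 0.05. For display, 3 counts were taken as the highest level that a library without counts allows, and a fold change was given as a lower bound where all libraries of a group had 3 counts or fewer. With this depth a gene at 3 counts has between 0.0542 and 0.269 CPM.

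The analysis was tested on simulated data in which 200 of 12339 tested genes were changed 6-fold. It recovered 192 of them with 6 false calls, and it made 0 calls among 12118 genes simulated without a change. The simulation gave all hens a common profile and changed as many genes up as down, all of them genes with more than a low count. It held no outlying hen and no dominant gene with a share that differed between groups as in the data. It therefore does not test the scaling of the real libraries or the calls of genes with few counts.

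Genes were named only where Table S3, Tables 1 and 2 or the deposited table of differentially expressed genes pairs a name with an identifier. The genes to be named in the text were set before the data were examined: those in the text, tables and legends of the paper, the members of the gene lists, and the 5 genes with the largest change in each direction among called genes with groups that do not overlap and a mean of at least 1 CPM. Of 23 gene lists, none had 80% of its members paired with an identifier, the highest share being 70.6%, and the paired members had been picked as differentially expressed. Tests of the lists as sets were therefore not run, and members are described gene by gene. The result of 1 gene is not reported here. The shares of egg-white protein genes were compared by a two-sided exact permutation test, and RNA-seq was compared with the paper's qPCR values by Pearson's r and Spearman's rho with 100000 permutations, in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Figures were drawn with matplotlib 3.10.9.

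The alternatives were DESeq2's size factors in edgeR, total counts without scaling, TMM and library sizes without the 20 most abundant genes, DESeq2 1.42.0 with and without a normal prior on fold changes, all genes with at least 1 count, genes with a mean of at least 10 counts, limma 3.58.1 on log2 RPKM with 1 or 0.1 added, each hen left out in turn, replicate number as a factor and other thresholds. For the comparison with qPCR, all genes with at least 1 count were added as an alternative after the data were seen.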

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

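The tests of divided reads, of the scaling of the libraries and of the share of gland cells were chosen only after the result was seen. The paper does not analyse the lists of cilia and matrix genes below. The most abundant gene has no name in the tables used here, so whether it is a gene that the paper discusses is open.

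The most abundant gene, ENSGALG00000012869, which the tables used here list without a name, took a mean of 51.51% of the counts in laying hens and 1.33% to 36.5% in non-laying hens. Its share is of counts before normalization. If reads had been divided between near-identical copies, its counts would not be whole, but they were not whole in 0 of the 6 libraries, which argues against reads split between near-identical copies. A share of this size lowers the share of all other genes in the same library, which TMM scaling offsets. Laying, the age of the hens (35 weeks against 35 to 60 weeks) and the cells in the samples stay open as explanations of the share and were not tested.

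Genes of motile cilia were lower in laying hens, with a median log2 fold change of -2.231 over the 22 of 80 list members with an identifier, of which 21 passed both thresholds. Genes of fibroblasts and the extracellular matrix had a median of -2.467 over 13 of 33 members, of which 13 passed. The study picked these members from the same libraries as differentially expressed, so they do not stand for the lists. Without laying hen 1, 0 of the cilia genes and 1 of the matrix genes passed both thresholds, and without laying hen 2 it was 0 and 0, although all 22 and 13 were lower at an unadjusted p under 0.05 in each of these edgeR fits. Relative to the median of all genes, the median of the 35 genes together was -2.39 on total counts, and the value nearest to 0 was -2.25 over total counts, DESeq2's size factors and TMM without the 20 most abundant genes. Because a scaling moves all genes of a library alike, and the members had been chosen among genes that changed, this value does not test the scaling of the libraries, which cannot be told apart from a change of these genes. With all libraries thinned to the same effective size, a median of 34 of the 35 genes still passed, and 32 in the draws with the fewest, which argues against the lower effective depth of the laying libraries. A lower share of gland cells in non-laying hens could raise the markers of the other cells alike. The median of the mitosis genes was lower than that of the cilia genes by a difference of -2.379, but because the members had been chosen among genes that changed, this cannot be told apart from a change within cells. The age of the hens and laying itself stay open and were not tested.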

How the results depend on the processing

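The alternatives below were set before the data were examined, apart from 1 filter in the comparison with qPCR. No test in this part was chosen only after the result was seen.

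On total counts without scaling factors, 7896 genes passed both thresholds, 47 higher and 7849 lower in laying hens. With limma on log2(RPKM + 1) the numbers were 3845, 28 and 3817, and with limma on log2(RPKM + 0.1) they were 7040, 44 and 6996. RPKM is also relative to total counts. The median log2 fold change of all genes shifted by -1.81, -1.47 and -1.68 under these 3 settings, so they move most genes down together. With DESeq2 without shrinkage of fold changes 966 genes passed, 274 of them higher, and the cause was not tested. An adjusted p under 0.05 alone gave 939 genes, 338 of them higher. An adjusted p under 0.01 with a fold change over 3 gave 75, with 24 higher and 51 lower, and a fold change over 2 gave 301 higher genes, by construction of the thresholds. Across the 6 fits that each left out 1 hen, the number of genes ranged from 16 to 639, that of higher genes from 7 to 227 and that of lower genes from 8 to 458. The fits without laying hen 1 or laying hen 2 gave 20 and 16, while the fit without laying hen 3, of the same size, gave 546, and the cause was not tested.

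Of the 19 candidate genes, 17 had an adjusted p under 0.05, against 11 with limma on log2(RPKM + 1), and from 5 to 17 across the 6 fits that each left out 1 hen. Adjusted over the list alone, 18 did, against 10 with limma on log2(RPKM + 1). Of the 30 genes of Table 1, 29 passed both thresholds, against 12 with limma on log2(RPKM + 1), and from 7 to 30 with 1 hen left out. Of the 30 genes of Table 2, from 3 to 30 passed with 1 hen left out. The cause was not tested.

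Of 36 genes named one by one, none reversed its direction under any of the 16 alternatives. All 36 stayed on the same side of the thresholds with DESeq2's size factors and with TMM without the 20 most abundant genes, as did all 35 that were tested at a mean of at least 10 counts. Without scaling factors 16 no longer passed, with limma on log2(RPKM + 1) 20, with limma on log2(RPKM + 0.1) 16, without laying hen 1 28, without laying hen 2 29, without laying hen 3 1, and without non-laying hen 1, 2 or 3 13, 2 and 2. MMP10 came to pass with DESeq2 with and without a prior, with all genes of at least 1 count, without laying hen 3 and with replicate number as a block. The other changes with this block are given below. The egg-white share and the correlations with qPCR kept their direction under their alternatives.

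Replicate numbers do not pair the hens: after removal of the group means, the log2 CPM of hens with the same number correlated at 0.232, -0.0684 and 0.0515. With replicate number as a block, 397 genes passed, 123 higher and 274 lower. With this block MMP9, PDE3A, PHYKPL and SERPINB2 no longer passed and MMP10 came to pass, which says nothing on the strength of an effect.

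The tests of gene lists as sets, with camera at a preset or an estimated correlation and with fry, and their alternatives, were not run, since 0 of the 23 lists reached 80% of members with an identifier. Depth limits SLC6A17 and GNRHR, which had too few counts to be tested with all 6 hens.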

Differences from the paper's values

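No test in this part was chosen only after the result was seen. Fold changes are laying over non-laying unless given as lower.

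The alternatives named here were set before the data were examined. An alternative is named for a gene where its value was no more than 1.5 times from the paper's, or where the gap was no larger than the spread between hens, and under the other alternatives the gap remained on both counts.

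Over the 526 genes of the authors' table that were tested, the authors' log2 fold changes correlated at 0.998 with those of DESeq2 with a normal prior, with a slope of 0.871, and at 0.973 with those of edgeR, with a slope of 0.671. For AVD the ratio of the authors' own group means is 591.2, while the fold change they list is 250.7. The authors' fold changes were thus closer to those shrunken by a prior than to those of edgeR. To that extent the gaps below set unlike measures side by side. A value that came near the paper's on total counts or RPKM does not show that the authors used such a setting.

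The fold change of AVD was 577.8 against the paper's 250.7, and 365.9 with DESeq2 with a normal prior on fold changes, the 1 alternative within 1.5 times. TMPRSS9 was 190.1 against the paper's 33. It was within 1.5 times on total counts without scaling (43.84) and with limma on log2(RPKM + 0.1) (44.94), and only within the spread with DESeq2 with a normal prior (68.78), limma on log2(RPKM + 1) (15.79) and the fit without laying hen 1 (146.7). SLC7A9 was 81.75 against the paper's 29.9, and within 1.5 times on total counts (25.52) and with the normal prior (44.37), but only within the spread with limma on log2(RPKM + 1) (4.329) and log2(RPKM + 0.1) (15.73). AvBD11 was 15.38 against the paper's 7.5, and within 1.5 times on total counts (5.662), with the normal prior (10.06) and with limma on log2(RPKM + 1) (6.186) and log2(RPKM + 0.1) (6.203).

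MMP1 was 55.31 against the paper's 16, and within 1.5 times on total counts (16.57), but only within the spread with the normal prior (24.93), limma on log2(RPKM + 1) (2.337) and log2(RPKM + 0.1) (8.229) and the fits without laying hen 2 (38.18) or non-laying hen 1 (48.89). SLC7A11 was 13.17 against the paper's 5.3, and within 1.5 times on total counts (4.762), with the normal prior (7.397) and with limma on log2(RPKM + 1) (3.666) and log2(RPKM + 0.1) (4.597), but only within the spread with all genes of at least 1 count (12.98) and without laying hen 1 (12.1), laying hen 2 (9.872) or non-laying hen 3 (9.235). RLN1, the paper's RLN3, was 16.82 against the paper's 7.5, and within 1.5 times on total counts (5.018) and with the normal prior (10.09), but only within the spread with limma on log2(RPKM + 1) (2.379) and log2(RPKM + 0.1) (4.615) and without laying hen 1 (13.76), non-laying hen 2 (14.87) or non-laying hen 3 (13.07).

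UTS2 was 125.4 against the paper's 3.0927 in Table S3, and no alternative came within 1.5 times. The gap was only within the spread on total counts (43.31), with the normal prior (6.883), with limma on log2(RPKM + 1) (8.291) and log2(RPKM + 0.1) (24.44) and without laying hen 2 (62.55), non-laying hen 1 (96.82) or non-laying hen 3 (85.67). BHLHE23 was 85.44 against the paper's 17.294 in Table S3. It was within 1.5 times on total counts (25.69) and with limma on log2(RPKM + 0.1) (11.68), and only within the spread with the normal prior (32.00), limma on log2(RPKM + 1) (3.803), the fits without laying hen 1 (79.75), laying hen 2 (55.42), non-laying hen 1 (79.49) or non-laying hen 3 (77.77) and replicate number as a block (59.86). SMC2 was 79.66-fold lower in laying hens against the paper's 13.8266. It was within 1.5 times with limma on log2(RPKM + 1) (11.01), and only within the spread with the normal prior (25.96), limma on log2(RPKM + 0.1) (70.04), the fits without laying hen 2 (57.4), non-laying hen 1 (66.02) or non-laying hen 2 (60.57) and the block (59.29).

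SERPINB2 was 46.71 against the paper's 3.2442 in Table S3, a gap over 1.5 times under every alternative that was not beyond the spread between hens, apart from DESeq2's size factors in edgeR, DESeq2 without shrinkage and the fits without laying hen 3 or non-laying hen 3, where it was. MMP9 was 23.89 against the paper's 7.5, MMP10 6.044 against the paper's 3.5 and PDE3A 5.741 against the paper's 3.7928 in Table S3, gaps over 1.5 times and not beyond the spread between hens. MMP9 came within 1.5 times on total counts (6.297) and with the normal prior (11.13). MMP10 did so with the normal prior (4.284) and without laying hen 2 (4.144) or non-laying hen 3 (4.371), and PDE3A with the normal prior (4.468), without laying hen 1 (5.074), laying hen 2 (4.382) or non-laying hen 1 (4.91) and with the block (5.046). The gap was beyond the spread without laying hen 3 for all 3 genes, without non-laying hen 3 for MMP9 and without non-laying hen 2 for MMP10.

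For genes with 3 counts or fewer in every library of a group, a lower bound was computed. SLC6A17 was at least 20.27-fold higher against the paper's 4.4, or at least 7.39-fold without laying hen 2. ATG10, whose identifier the deposited table lists as an RNA gene of another name, was at least 18.61-fold higher against the paper's 8.6403. Without laying hen 1 it was at least 11.7-fold higher. SHCBP1 was at least 15.48-fold lower against the paper's 8.3707. Without non-laying hen 2 the bounds of the next 3 genes were 28.9, 14.8 and 9.75. ECT2 was at least 44.83-fold lower against the paper's 14.9228, MELK at least 22.31-fold against the paper's 9.4771 and ENSGALG00000043642 at least 16.65-fold against the paper's 7.4846. Apart from leaving out a hen of the group above the bound, no alternative was computed for these bounds.

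The paper lists MMP10, SLC6A17 and GNRHR as differentially expressed, and these were not called here. MMP10 passed both thresholds with DESeq2 with and without a prior, with all genes of at least 1 count, without laying hen 3 and with the block. SLC6A17 passed with all genes of at least 1 count, with a mean of at least 10 counts and without laying hen 3, but not without non-laying hen 1, 2 or 3, and GNRHR with all genes of at least 1 count and without laying hen 3 or any 1 of the non-laying hens. The paper places SLC7A9 next after AVD and TMPRSS9 among the upregulated genes. Here UTS2 ranked 3 and SLC7A9 ranked 6, or 5 when ATG10, whose fold change is only a lower bound, is left out. The order of UTS2 and SLC7A9 depended on the setting. Fold changes were 44.37 for SLC7A9 and 6.883 for UTS2 with the normal prior, and 72.75 and 62.55 without laying hen 2. Under the other alternatives UTS2 was higher. The value that the paper gives as R squared for RNA-seq against qPCR equals Pearson's r of the printed pairs, which was 0.947 and has a square of 0.898.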

Other observations

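The tests on laying hen 3 and non-laying hen 3 were chosen only after the result was seen.

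Of the 10 splits of the 6 hens into 3 and 3, 1 gave as many differentially expressed genes as the 623 between laying and non-laying hens, which was that split itself. The other 9 splits gave at most 1 gene. With 10 splits the share cannot fall below 0.1, so this count alone does not exclude chance at 0.05.

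More genes were lower than higher in laying hens, 463 against 160, a ratio of 2.89. With all libraries thinned to one effective size the median ratio over 5 draws was 2.832, which argues against the lower effective depth of the laying libraries. With the trend on gene length removed the ratio was 2.129, which argues against gene length bias as the whole cause. The excess depends on single hens: without laying hen 3, 319 genes were lower and 227 higher, without laying hen 1, 8 and 12, and without laying hen 2, 9 and 7. On total counts without scaling factors, 7849 genes were lower and 47 higher. Laying, the age of the hens and the cells in the samples, given the atrophied oviduct of the non-laying hens, stay open and were not tested.

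In laying hen 3 the authors' upregulated genes were lower by a median log2 deviation of -1.05 from laying hens 1 and 2. The downregulated genes deviated by 0.1662 in the other direction, which argues against the scaling of this library. If RNA of a non-laying hen were in the library, the upregulated genes would need 63.63% of it and the downregulated genes 2.50%, which argues against such a mixture. A difference between the hens stays open and was not tested.

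Non-laying hen 3 stood apart from non-laying hens 1 and 2 on the component that held 20.4% of the variance, after a component of 55.4% that parted the groups. Its mean correlation of log2 CPM was 0.9149 with the other non-laying hens and 0.864 with the laying hens, which argues against a mislabelled sample. Between replicates the correlation was 0.951 to 0.976 within laying hens and 0.909 to 0.976 within non-laying hens. Pairs across the groups had 0.851 to 0.937, which overlaps the range within non-laying hens. For non-laying hen 3 alone there was no overlap, with 0.851 to 0.881 for laying hens and 0.909 and 0.921 for non-laying hens. The age of this hen is given only as a range for the group, and no biological explanation was tested.

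The 5 genes with the largest negative change under the rule for named genes were SHCBP1, ECT2, MELK, SMC2 and ENSGALG00000043642. All but SMC2 had 3 counts or fewer in every laying hen, and their bounds are given under the differences from the paper's values. Without laying hens 1 and 2 the edgeR adjusted p (Benjamini-Hochberg) was 0.0783 and 0.0771 for SHCBP1, 0.0633 and 0.0556 for ECT2, 0.082 and 0.0768 for MELK and 0.0977 and 0.0797 for ENSGALG00000043642, within ranges over the alternatives of 1.52e-08 to 0.0783, 1.26e-14 to 0.0633, 4.98e-10 to 0.082 and 1.77e-09 to 0.0977 (edgeR, DESeq2 or limma). SMC2 had a log2 fold change of -6.32 (standard error 0.91, adjusted p = 0.0117 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1.47e-14 to 0.0783 over the alternatives with edgeR, DESeq2 or limma). Without laying hens 1 and 2 its edgeR adjusted p was 0.0783 and 0.0687, and without laying hen 3 its log2 fold change was -7.15. Among the 5 with the largest positive change, BHLHE23 had a log2 fold change of 6.42 (standard error 0.87, adjusted p = 0.0096 with the same test and adjustment), and 0.0633 and 0.0506 were its edgeR adjusted p-values without laying hens 1 and 2, in a range of 1.01e-17 to 0.0633. Without laying hen 2 its log2 fold change was 5.79.

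Other lists had few members with an identifier. Only genes that the authors called differentially expressed in these libraries have one, so that the members below changed follows from this selection. Of the 39 genes listed as ATF4 targets, which include ATF4 itself, 9 had one, all higher, 8 of them past both thresholds, with a median log2 fold change of 2.68. Of 31 leukocyte genes 4 did, all lower, with a median of -3.34, or -2.76 with 3 genes at their bound. Of the 16 genes listed as glutathione peroxidases and antioxidants 4 did, all higher, with a median of 2.43. These include UTS2 and SMOX, which the paper ties to making reactive oxygen species, so the median is not one of antioxidant genes alone. The secretory pathway had 1 of 36, at 2.20, and no member of the lists for plasma cells, smooth muscle, endothelium, erythrocytes, steroid hormone receptors and qPCR reference genes had one. That means none was named among the authors' genes, and says nothing on whether they were expressed.

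In Table S2 the uniquely mapped reads as printed are 112.7%, 104.9% and 108.6% of the cleaned reads of laying hens 1, 2 and 3. With the values printed for the non-laying hens in their place they are 94.62%, 92.57% and 93.08%, and the values printed for the laying hens equal the cleaned reads of the non-laying hens.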
